# Effects of Gene Dose, Chromatin, and Network Topology on Expression in *Drosophila melanogaster*

**DOI:** 10.1371/journal.pgen.1006295

**Published:** 2016-09-06

**Authors:** Hangnoh Lee, Dong-Yeon Cho, Cale Whitworth, Robert Eisman, Melissa Phelps, John Roote, Thomas Kaufman, Kevin Cook, Steven Russell, Teresa Przytycka, Brian Oliver

## Abstract

Deletions, commonly referred to as deficiencies by *Drosophila* geneticists, are valuable tools for mapping genes and for genetic pathway discovery via dose-dependent suppressor and enhancer screens. More recently, it has become clear that deviations from normal gene dosage are associated with multiple disorders in a range of species including humans. While we are beginning to understand some of the transcriptional effects brought about by gene dosage changes and the chromosome rearrangement breakpoints associated with them, much of this work relies on isolated examples. We have systematically examined deficiencies of the left arm of chromosome 2 and characterize gene-by-gene dosage responses that vary from collapsed expression through modest partial dosage compensation to full or even over compensation. We found negligible long-range effects of creating novel chromosome domains at deletion breakpoints, suggesting that cases of gene regulation due to altered nuclear architecture are rare. These rare cases include *trans* de-repression when deficiencies delete chromatin characterized as repressive in other studies. Generally, effects of breakpoints on expression are promoter proximal (~100bp) or in the gene body. Effects of deficiencies genome-wide are in genes with regulatory relationships to genes within the deleted segments, highlighting the subtle expression network defects in these sensitized genetic backgrounds.

## Author Summary

Deletions alter gene dose in heterozygotes and bring distant regions of the genome into juxtaposition. We find that the transcriptional dose response is generally varied, gene-specific and coherently propagates into gene expression regulatory networks. Analysis of expression profiles of deletion heterozygotes indicates that distinct genetic pathways are weakened in adult flies bearing different deletions, even-though they show minimal or no overt phenotypes. While there are exceptions, breakpoints have a minimal effect on gene expression of flanking genes, despite the fact that different regions of the genome are brought into contact and that important elements such as insulators are deleted. These data suggest that there is little effect of nuclear architecture and long-range enhancer and/or silencer promoter contact on gene expression in the compact *Drosophila* genome.

## Introduction

*Deficiency* (*Df*) is a genetic definition for mutations that affect contiguous loci on a chromosome [1]. They are now known to be a result of DNA deletion [2] and have many important uses in genetic analysis. *Dfs* are part of an important series of tests for defining the nature of mutant alleles according to Muller's morphs [3] where, for example, an allele is said to be an amorph when, in the homozygous condition, it exhibits the same phenotype as when uncovered by a *Df* encompassing the locus. Genetic mapping by complementation tests using a series of defined *Dfs* is also common, although not necessarily definitive, since dose dependent interactions between loci (non-allelic non-complementation) can also result in mutant phenotypes [2]. Many dominant dose-dependent suppressor and enhancer mutations had already been identified in *Drosophila* by the 1930's [4] and screens for non-allelic modifiers of mutant phenotypes are one of the most important uses for large collections of *Dfs* that tile the genome. The genetic interactions uncovered in such screens can be extremely informative, since gene pairs showing dose-dependent interactions often encode near neighbors in genetic pathways or subunits of the same protein complex. "*Df* kit" screens for modifiers of a gene of interest can thus rapidly identify regions where genes encoding members of the same pathway reside [5]. However, despite the undisputed utility of *Dfs*, we know relatively little about how these widely used tools impact the transcriptome.

*Drosophila* shows very little haploinsufficiency [2], with most mutant alleles recessive to the wild type allele. The largest group of haploinsufficient loci is the *Minutes*, which encode ribosomal proteins or elongation factors [6], suggesting that there is a very strong requirement for diploidy when it comes to ribosome biogenesis. However, like many other animals, *Drosophila* is sensitive to large-scale reduction in gene dose. In a classic study, the entire genome was examined for dosage effects using a set of crosses between translocation-bearing flies [7] and this segmental aneuploidy screen demonstrated that, outside of haploinsufficient regions, deleterious effects of gene dose reduction are generally dependent on the amount of material removed rather than the particular locus. This pioneering work suggested that there are many small additive or cumulative effects of reduced gene dose and, as the extent of a deleted segment grows, more genes in any given pathway are perturbed [8]. Thus, it appears that the effects of dose alteration accumulate, propagate, and eventually collapse gene networks. The observation that Drosophila can tolerate deletions of up to approximately 1% of the euchromatic genome [7] is likely to reflect the connectivity of the gene network and the limits of network robustness [8]. The small effects associated with dose reduction are the main reason that *Dfs* are so useful in enhancer and suppressor screens. The dose changes in pairs of genes close in a network result in a phenotype, even though dose reduction of either alone is without overt consequence.

With the more recent application of genomic approaches, we are beginning to understand more about the effect of gene dose on the expression of autosomal hemizygous (one copy) genes in *Drosophila*. Gene expression does go down when gene dose is reduced, but not by 2-fold [8–16]. Genes tend to be expressed at a higher level than expected if there is a simple one-to-one relationship between copy number and expression level. This topic is relevant to a host of systems and is not without controversy, as the deviation from expected values are small in experiments with several diverse organisms. For example, small naturally occurring copy number changes in yeast show gene-by-gene compensation, while engineered whole chromosome aneuploids show a stress response but little evidence of compensation [17, 18]. The differences in conclusions may be due to the regions deleted. Whole chromosome aneuploids in *Drosophila* include many genes encoding the highly dose-sensitive ribosomal proteins. A study with highly aneuploid human HeLa cell lines demonstrated modest compensation (~ 1.2 fold, [19]) and many highly aneuploid *Drosophila* cell lines also show compensation [15, 16]. Similarly, human population-based studies show partial to almost full transcriptional compensation at genes showing copy number variation [20–22]. In trisomies, 10 to 30% reduction in trisomic gene expression has been seen for both human trisomy 13 and 21 in primary cells [23]. It seems clear that aneuploidy alters gene expression that does not often scale perfectly with gene dose. The question is how important these subtle changes are, and what are the mechanisms that result in specific dosage responses.

There has been debate on whether the non-sex-chromosome (autosomal) dosage compensation response in *Drosophila* is due to a general effect, elevating the expression of all hemizygous genes, or to a gene-by-gene effect consistent with classic gene regulation [8, 10]. These are not mutually exclusive models. Modest, but measurable, autosomal dosage compensation in *Drosophila* could be due to the biochemical properties of pathways such as flux, and the regulatory interactions such as feedback, commonly found in molecular biology [24]. Alternatively, a more global response to aneuploidy that specifically recognizes aneuploid segments and increases expression of all genes in that segment could operate [12]. The latter is analogous to the sex chromosome dosage compensation system that globally increases expression of the single *X* in wild type *Drosophila* males [25]. Within the genome there are many genes that show a consistent and modest dose response, which could be due to a general buffering system like flux, but there are also dramatic outliers, where expression of one copy genes collapses or actually increases (the inverse effect [26]). The extreme cases are more consistent with disrupted positive or negative feedback loops. However, the best evidence for gene-by-gene regulatory compensation is the coherent propagation of expression changes across gene expression networks observed in *Df/+* flies [8].

One way to help address issues relating to mechanisms of autosomal dosage compensation would be to obtain a larger sample of expression profiled *Df* lines to see if responses could be classified. We have therefore examined the effects of chromosome arm *2L Dfs* [*Df(2L)*] on transcription in adult females and males in two genetic backgrounds, generating a total of 813 expression profiles in biological duplicate (or greater). We show that dose-dependent gene expression is generally locus-specific. Some genes are perfectly compensated, some genes show no evidence of compensation, the majority are somewhere in between, and a few dramatic outliers show collapsed expression or greatly elevated expression. Transcription is an enzymatic process. We suggest that pathway flux and kinetics (buffering) and molecular regulatory circuits (feedback) for a given gene accounts for most autosomal dosage responses and compensation [27]. However, we also find that there are regional responses for a minority of genes. The genome is organized into chromatin domains flanked by insulators [28] and we provide evidence that deletions within chromatin domains associated with repressive chromatin marks result in superior compensation or even over-expression in females. This suggests that there is a *trans* effect of *Dfs* that can weaken repressive domains.

Because genes function in networks, changes in gene expression in one copy regions should alter the expression of genes in the same pathway due to regulatory interactions. We find strong support for this type of network structure in the expression profiles, since we observed that reduction in transcript levels from one copy genes propagates to primary network neighbors. These networks do not collapse completely, as the flies in question are viable and fertile. However, we can track expression change through the network. Near neighbors in the regulatory network showed the greatest disruption, which dissipated with increasing separation in the network. We also observe more loosely connected (and often dramatic) changes that may represent pathway compensation. Our results suggest that we can learn much about the logic of gene networks by measuring how they respond to dose changes in hemizygous conditions without overt phenotypes, rather than profiling mutants with morphological, physiological, or behavioral phenotypes that complicate pathway analysis.

We report on two additional aspects of the effect of *Df(2L)s* on the transcriptome. First, *Df* breakpoints bring together two regions of the genome that are usually distant in the linear chromosome. This can result in breakpoint proximal changes due to transcription unit fusions, or local changes due to juxtaposition of regulatory regions such as enhancers. If long-range promoter/enhancer interactions are common [29], or if chromatin domains with blocks of repressive or active chromatin spread when insulators are deleted (as in [30]), then one would expect altered expression within novel chromatin or regulatory domains flanking breakpoints. Somewhat surprisingly, but in agreement with previous work on *Drosophila* inversions [31], our results suggest that there is very little functional long-range promoter communication with enhancers or silencers, and that disrupting chromatin domains is generally innocuous in terms of transcription. However, as in the cases of dosage compensation due to de-repression, there are exceptions, where cis-regulatory domains appear to have been deleted or fusion of chromatin domains appears to result in spreading effects on transcription.

## Results

To systematically investigate the effects of deletions on transcription, we expression profiled a set of molecularly defined hemizygous DrosDel fly lines [32] uncovering approximately 68% of the euchromatic portion of the left arm of chromosome *2* (*2L*; **Fig 1A**). We examined gene expression in adult females and males from 99 different *Df* lines following backcrosses to the *w*^*1118*^ parental line used to generate the DrosDel collection. In practical applications of *Df* screening, *Df* lines are typically outcrossed to other genetic backgrounds to map mutations or look for dose-dependent genetic interactions. To determine how sensitive dosage responses were to genetic background, environment, and other factors that may differ in "replicated" experiments between labs, we also examined adult female and male gene expression in 67 of these *Df* lines in a hybrid background by outcrossing to the sequenced modENCODE *OregonR* line [15] for a total of 102 expression profiled *Dfs*. These hybrid background flies were also reared in different laboratories on different media. This cross provides a strong test of the robustness of perturbations we report. For the expression profiling, we performed multiplexed RNA-Seq on polyA^+^ selected RNA, used ERCC spike-in controls [33] from either single flies or pools to characterize measurement variance and ratiometric performance, and determined low expression cutoffs based on an evaluation of intergenic expression. 

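The hybrid background was profiled in single adult flies aged 3 to 5 days, the offspring of *OregonR* females and *Df* males, of which 417 were examined here. A genotype and sex in this background could be assigned to 412 of them, from 71 *Df/+* genotypes, and these formed 138 groups of 1 genotype and 1 sex, 137 with 3 flies and 1 with a single fly (*Df(2L)ED489/+* males). The other 5 flies carry labels of *Df* lines that the paper lists for the isogenic background only (2 females of *Df(2L)ED1102/+* and 3 of *Df(2L)ED1231/+*) and were left out of every result. For each fly the authors deposited the number of reads that HTSeq counted on each gene, without normalization, and the FPKM that Cufflinks estimated for each gene, both against FlyBase gene models. S1 File lists 40 female and 40 male genotypes of the hybrid background, and within each of these groups the 2 flies with the highest Pearson's *r* of log2(FPKM + 1) were used, as the Materials and Methods describe. Between 1676267 and 24579398 reads per fly were counted on genes in the 80 female flies (median 3576424) and between 1691915 and 26241140 in the 80 male flies (median 4111365). Across all mapped flies the range was 1319 to 24579398 in females (204 flies, median 2332019) and 2114 to 59520461 in males (208 flies, median 2253962), and 22 females and 28 males had under 500000 counts. The number of flies limits the precision of a single gene in a single line, since each value of a group in S1 File is the mean of 2 flies.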

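Counts were normalized with the TMM method of edgeR and expressed as log2 CPM with a pseudocount of 0.5. For each sex, genes with a median FPKM of at least 0.8140542, the paper's low expression cutoff for this background, and at least 1 read in at least 50% of the flies were kept, and histone genes were left out. The response of a gene in a *Df* line was the mean of the line's flies minus the mean over all other flies of the same sex in which the gene has 2 copies, on the log2 scale, so that 0 means full compensation and -1 means no compensation. The limits of each deletion were read from Fig 1A and genes within 10 kb of a limit were left out. Genes inside a deletion are called 1 copy genes and all others 2 copy genes below. The libraries fell into 2 sets by the percent of reads that the counting assigned to no feature, with group medians of 1.73% to 6.37% in 79 groups and 11.2% to 36.6% in 59 groups. Of the groups in S1 File, 18 female and 14 male groups belonged to the set with the high percent. The sexes of a genotype fell into different sets in 1 of 67 genotypes (*Df(2L)ED40/+*), so that the set and the line cannot be told apart, and relations across lines are therefore also given within each set.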

At a minimum, we used biological duplicates for each *Df* and each sex for a total of 813 expression profiles, which are available in the Gene Expression Omnibus (GEO [34], accessions GSE61509 and GSE73920).

**Fig 1:**
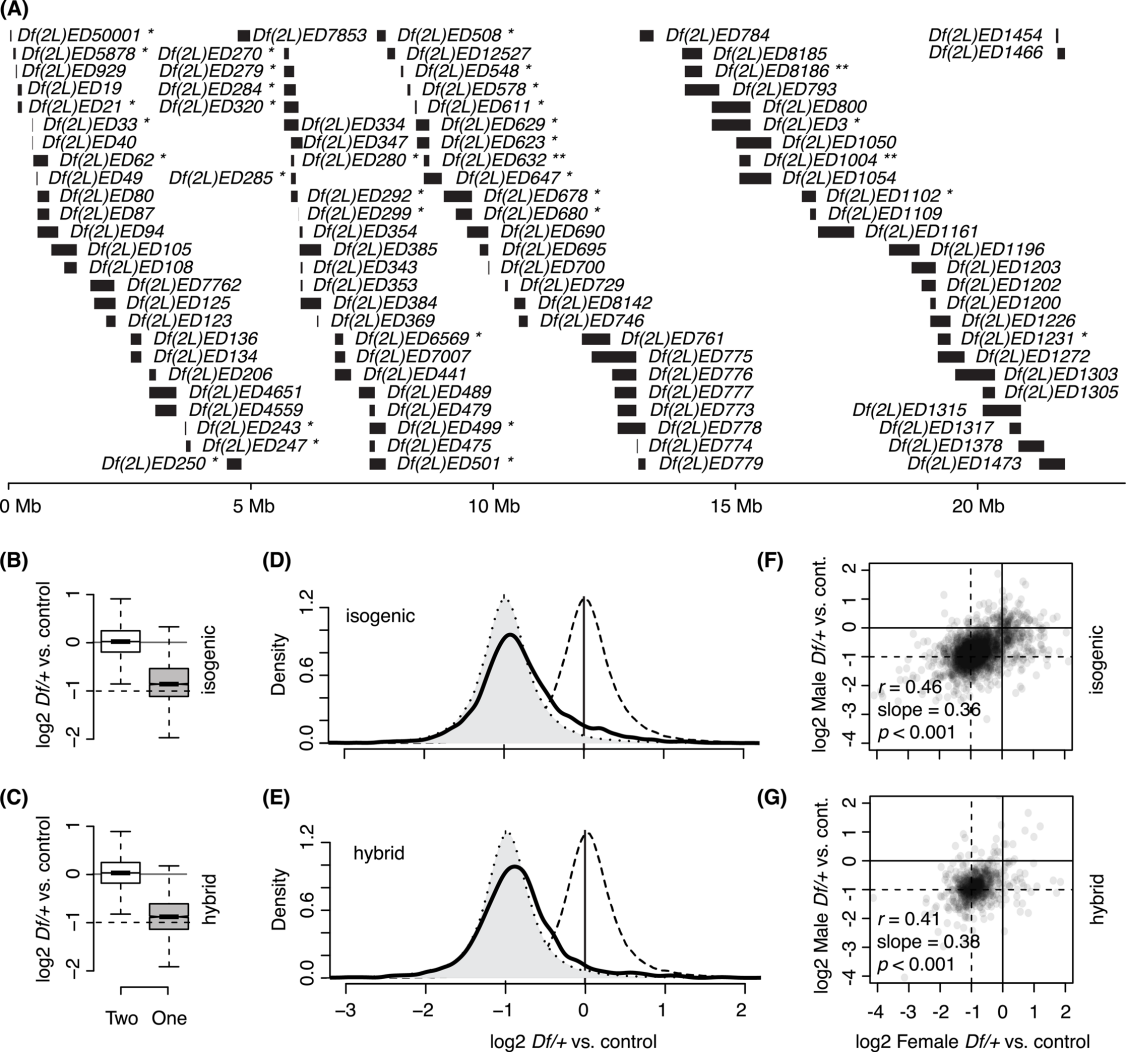
Transcriptional responses to gene copy on Chromosome 2L. A) *Dfs* used in this study. The extent of the deleted DNA (bars) and position along the first 25Mb of *2L* (bottom scale) are indicated. *Dfs* were tested in both the isogenic and hybrid background (except: * isogenic only, and ** hybrid only). B, C) Box plots of gene expression in two copy genes (open) and one copy genes (filled) relative to normalized global expression of the same genes in the rest of the dataset. Bottom, middle, and top lines of each box represent the 1^st^, 2^nd^ (median), and 3^rd^ quartile of the distribution, respectively. The maximum or minimum observation within 1.5 times of the interquartile range (3^rd^ quartile– 1^st^ quartile) from the 3^rd^ or 1^st^ quartile, respectively is indicated by whiskers. Notches indicate the 95% confidence interval for the medians. A 2-fold difference in expression is delimited by the solid and dotted horizontal lines. D, E) Normalized relative expression value distributions of two copy genes (dashed line, open), the projected distribution if gene expression was reduced by 50% in one copy genes (dotted line, filled), and observed one copy gene expression (solid line, open). F, G) Scatter plots that display one copy gene expression levels between males and females from same *Dfs*. Pearson’s correlation coefficient (*r*), regression slope, and *p* value for the correlation are indicated. B, D, F) Isogenic background. C, E, G) Hybrid background.

### Gene dose responses

To compare one copy expression to two copy expression for individual genes on *2L* we took advantage of the fact that there were many *Df/+* lines where a given gene was two copy. Therefore, for any given gene, we took the two copy gene expression in all other lines as a reference for the expression when that gene was only in one copy. To summarize the typical responses of genes to their own dose, we pooled the data for one copy gene expression across all *Df/+* genotypes within the isogenic or hybrid backgrounds. 

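In the hybrid background the median log2 ratio of 1 copy genes was -0.92 in females (973 values of 716 genes in 35 lines) and -0.92 in males (1493 values of 1013 genes in 37 lines), while the 2 copy genes elsewhere on *2L* in the same flies had medians of 0.01 and 0.02. The median of 1 copy genes lay below that of 2 copy genes in 35 of 35 female lines and 37 of 37 male lines (2-sided sign-flip permutation test over lines, p = 1e-05 in each sex, the smallest that 100000 permutations can give). The line medians ran from -1.40 to -0.49 in females and from -1.16 to -0.65 in males. With log2(FPKM + 1) in place of counts the medians were -0.80 in females and -0.80 in males, the alternative that moved them most. With each fly compared only with reference flies of its own set of libraries, the female median was -0.95 in the libraries with the high percent of reads on no feature (14 lines, permutation p = 0.00013) and -0.90 in the others (21 lines, permutation p = 1e-05), and the male median was -0.94 (12 lines, permutation p = 0.00051) and -0.92 (25 lines, permutation p = 1e-05). Across all flies of every mapped genotype the medians were -0.93 in females (58 lines, lower than 2 copy genes in 57) and -0.88 in males (61 lines, lower in 60).

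**Figure D1:**
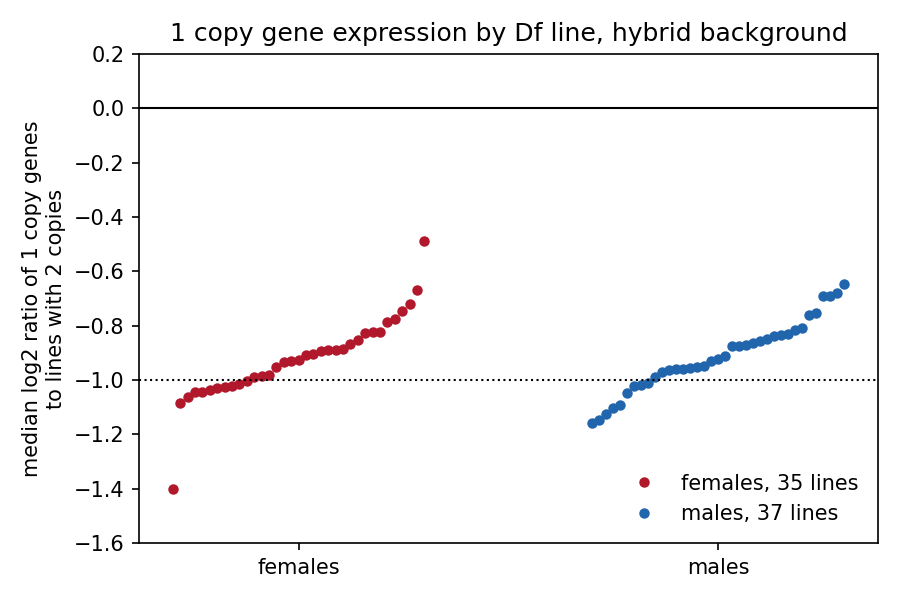
Median log2 ratio of 1 copy genes for each *Df* line of the hybrid background (vertical axis), with lines ordered by value within females (35 lines) and males (37 lines); each point is a line with 2 flies, the solid line marks the level with 2 copies and the dotted line a reduction in proportion to copy number. All points lie below 0, between -1.40 and -0.49 in females and between -1.16 and -0.65 in males.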

In both genetic backgrounds, we observed a clear reduction in gene expression from one copy (*p* < 0.001, Mann Whitney U test) as compared to two copies. However, our analysis confirmed previous reports that reduced expression is not 2-fold [8, 12–14]. 

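The mean log2 ratio of 1 copy genes in the hybrid background was -0.94 in females (SD of the line means 0.17, n = 35 lines) and -0.95 in males (SD 0.13, n = 37 lines). Relative to -1, these means correspond to a 1.04-fold compensation in females and a 1.03-fold compensation in males. The line means lay above -1 in 24 of 35 female lines (2-sided sign-flip permutation test over lines against -1, p = 0.019) and in 23 of 37 male lines (p = 0.0096). Several lines delete some of the same genes, and *Df(2L)ED134* and *Df(2L)ED136* delete almost the same region. The lines are thus not fully independent, and these p values may be too small. Averaging ratios on the linear scale and dividing by the ratio of 0.5 that copy number predicts gave 1.172 in females and 1.135 in males, while the mean linear ratio of 2 copy genes on *2L*, where 1 means no change, was 1.104 and 1.07. In simulated data the same method gave means slightly above the value put in, and the tests against -1 make no allowance for that. Within the libraries with a high percent of reads on no feature the fold was 1.02 in females (permutation p = 0.17, 14 lines) and 1.01 in males (permutation p = 0.26, 12 lines), and within the others 1.06 (permutation p = 0.014, 21 lines) and 1.04 (permutation p = 0.038, 25 lines). With all flies of all mapped genotypes the fold was 1.03 in females (permutation p = 0.02, 58 lines) and 1.08 in males (permutation p = 0.0054, 61 lines). S1 File as read here held 1289 genes, and thus only a small part of the 1 copy values. Over that part the fold was 1.078 in females and 1.109 in males. The log2 fold changes in S1 File gave 1.088 and 1.125 for the same values. Over all 1 copy values the fold here was 1.04 and 1.03, so that part does not stand for the whole. From its fold changes in both backgrounds, the paper concludes that genes made single copy are modestly compensated on average.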

We observed a mean 1.1-fold compensation (*p* < 0.001) against gene dose reduction (**Fig 1B and 1C**). As in previous work, we observed that compensation was not due to a uniform effect on all genes, as one copy gene expression was skewed towards compensation (**Fig 1D and 1E**; Pearson’s second Coefficient of skewness = 0.07–0.27 for one copy genes compared to 0.01–0.09 for two copy genes; kurtosis = 7.2–10.4 for one copy genes compared to 11.7–13.6 for two copy genes), with thicker tails (two-sided) in the distributions of one copy gene expression values. These data indicate that different genes show differences in compensation responses, continuously ranging from common modest compensation levels through to more rare nearly perfect compensation, with infrequent extreme deviations. 

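Around these means the log2 ratios of 1 copy genes in the hybrid background had a standard deviation of 0.718 in females and 0.638 in males, and those of 2 copy genes on *2L* 0.605 and 0.527. Pearson's second coefficient of skewness, 3 times the mean minus the median in units of the standard deviation, was -0.0829 for 1 copy genes in females and -0.141 in males, beside -0.0547 and -0.137 for 2 copy genes. Resampling the lines 500 times gave standard deviations of 0.0933 and 0.0668 for the 1 copy coefficients and 0.0336 and 0.0266 for the 2 copy ones. The kurtosis was 9.87 for 1 copy genes in females and 8.93 in males, with resampling standard deviations of 0.971 and 0.975, and 13.4 and 10.0 for 2 copy genes. Over all flies of all mapped genotypes the coefficient of skewness for 1 copy genes was -0.14 in females and -0.0263 in males, and the kurtosis 8.39 and 7.24.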

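Of the 973 female and 1493 male 1 copy values in the hybrid background, 17.4% and 17.3% lay above -0.5 on the log2 scale, and 5.55% and 4.22% lay above 0, at or beyond the level of 2 copies. At the other end 5.04% and 5.22% lay below -2. Each of these values is the mean of 2 flies, so that the tails also hold the error of single genes at low counts.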

We observed similar (but not identical, as will be important later) compensation in females and males (**Fig 1F and 1G**), despite the highly dissimilar gene expression profiles between the sexes ([35], Materials and Methods). Thus, at least some of the response to copy number is a characteristic of an individual gene.

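A total of 685 pairs of a 1 copy gene and a line were measured in both sexes, from 25 lines of the hybrid background. Across these gene and line pairs, which are not independent replicates, the female and male log2 ratios had a Pearson's *r* of 0.37 (permutation test of the pairing, p = 1e-05, the smallest that 100000 permutations can give), a Spearman's rho of 0.31 and a slope of males on females of 0.34. Within the libraries with a high percent of reads on no feature *r* was 0.23 (251 pairs, permutation p = 0.00037), and within the others 0.34 (434 pairs, permutation p = 1e-05). With all flies of all mapped genotypes *r* was 0.29 (1548 pairs from 58 lines). A term for the difference between the sexes in the response to the deletion, fitted with limma voom over the flies of both sexes in 27 lines, passed an adjusted p of 0.05 for 0 of 685 1 copy values, and 24 (3.5%) had an unadjusted p under 0.05.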

We were interested in determining if there were particular classes of genes or gene functions that might be subjected to different levels of dosage compensation. In particular, increased compensation among genes showing low expression has been noted in several previous studies in *Drosophila melanogaster* [8, 13], which is unsurprising since genes with low expression are expected to be more sensitive to noise and therefore might require tighter expression level control. However, we observed no increased compensation for genes expressed at low levels in our study. In fact we observed marginally better compensation at high gene expression levels (**Fig 2A and 2B)**. 

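Across the 2466 values of 1 copy genes of both sexes in the hybrid background, which are not independent replicates, the slope of the log2 ratio on the log2 median FPKM was -0.000101 (permutation test, p = 0.99). By class of median FPKM in females, the median log2 ratio was -0.87 between the cutoff and 5 (202 values), -0.91 between 5 and 20 (386 values), -0.97 between 20 and 100 (302 values) and -0.93 above 100 (83 values). In males the medians of the same classes were -0.84, -0.92, -0.96 and -0.95. The standard deviation within the lowest class was 0.971 in females and 0.845 in males, larger than the 0.586 and 0.574 between 20 and 100. Within the libraries with a high percent of reads on no feature the slope was 0.0174 (permutation p = 0.12), and within the others -0.00859 (permutation p = 0.23). Across all flies of every mapped genotype the slope was -0.00857 (permutation p = 0.11, 3911 values). With log2(FPKM + 1) in place of counts, a scale on which the pseudocount itself pulls low values towards 0, the slope was -0.0710 (permutation p = 1e-05).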

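With no FPKM cutoff, the slope of the log2 ratio of 1 copy genes on log2 FPKM in the hybrid background was -0.0346 (permutation p = 1e-05), and with a median FPKM of at least 5 it was -0.000134 (permutation p = 0.99), beside -0.000101 (permutation p = 0.99) at the paper's cutoff.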

The distribution was continuous and independent of low-expression cut-off, indicating that RNA-Seq data handling was not a factor in this disagreement. Low gene expression in whole animals can be due to low uniform expression in most cells or high expression in limited cell types. Compensation has also been reported to be biased for broadly expressed genes in one study [13], although this was not observed in another [8]. We therefore asked if broad temporal or spatial expression heterogeneity correlated with increased compensation using both modENCODE [36] and FlyAtlas [37] expression data as well as three different measures of tissue specificity ("Tissue Specificity score", TSPS [38], "*tau*" [39], and “Naïve Bayes Classifier”, NB [40]). We observed either no significant trend (NB, *p*>0.05), or a modest but significant decrease in compensation among genes with broad expression patterns in these tests (**Fig 2C–2H**). Thus, our data does not support the idea that broadly expressed genes are better compensated. We also asked if Gene Ontology (GO) terms correlated with compensation. When we looked for GO term enrichment in the top 5% of compensated genes using GOrilla [41], we observed only a single enriched GO term (*p* < 0.001), which was the very broad parent "regulation of biological process" in isogenic males, but there was no GO term enrichment related to compensation levels in hybrid males or in either of the female sample types. Thus, while the dose response has a gene-specific component, we were not able to explain this response by particular gene expression levels, expression specificity, or functional gene categories. Compensation is a property of genes with diverse functions.

**Fig 2:**
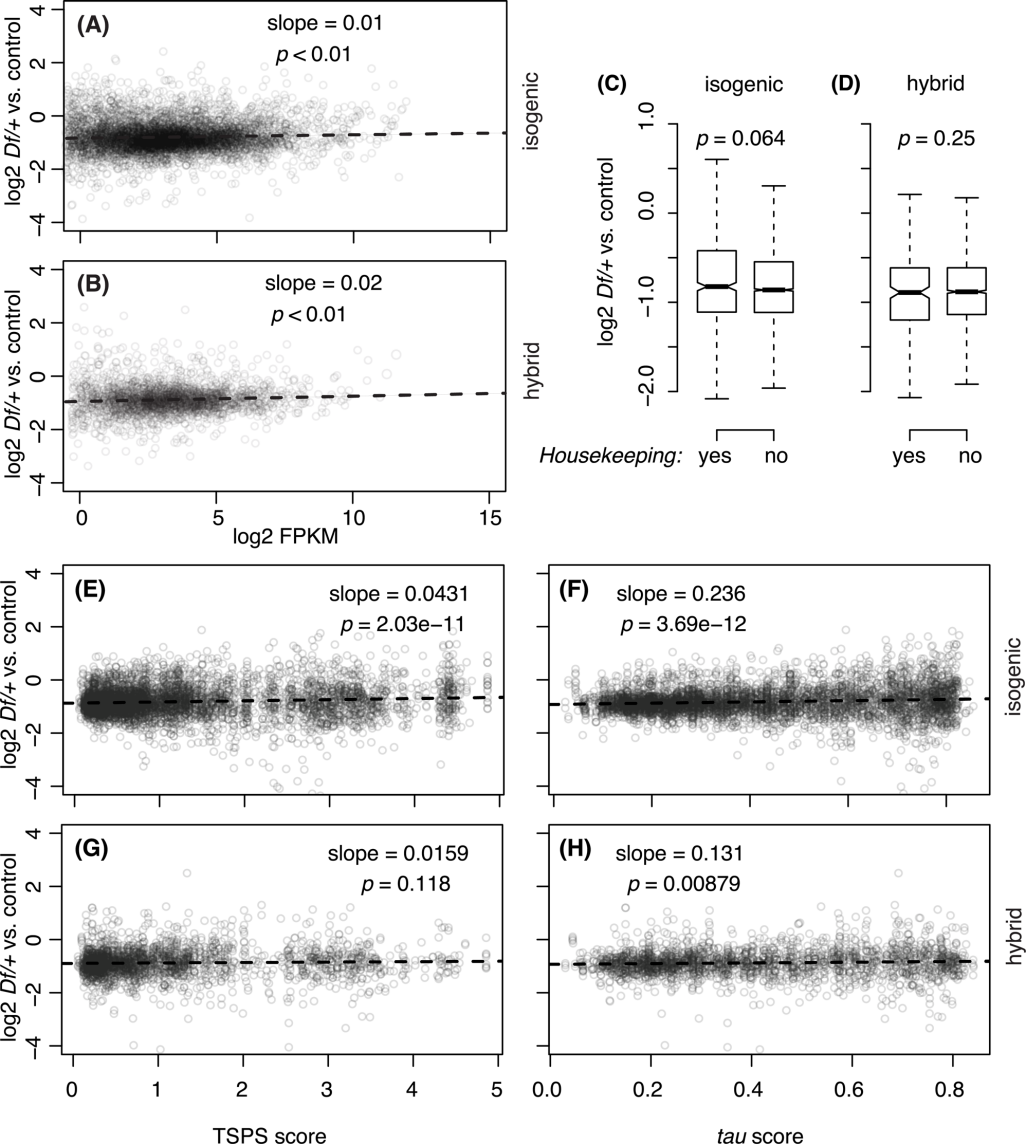
Autosomal dosage compensation of *Df*/+ genes with different expression levels or tissue specificities. A, B) One copy versus two copy gene expression levels plotted against the median expression levels of replicates in Fragments Per Kilobase of transcript per Million mapped reads (FPKM). C, D) Boxplots that display different degree of autosomal dosage compensation of the genes that are classified as housekeeping, or non-housekeeping based on the Naïve Bayes Classifier [40]. *p* values are from Mann-Whitney U tests. E-H) Gene expression levels of *Df*/+ genes were plotted based on Tissue Specificity Score (TSPS, E,G) and *tau* score (F,H). For both scores, larger values indicate more tissue specific. Dashed lines in scatter plots, their slopes and *p* values are from linear modeling and the F-test. A, C, E, F) Results from the isogenic genetic background. B, D, G, H) from hybrid genetic background.

### Gene-specific dosage response examples

To further explore the influence of locus, sex and genetic background on the dosage response, we used overlapping *Dfs*. This analysis has the added advantage of determining if a particular *Df* used to uncover a gene altered the response. For example, we examined a region near the middle of *2L* (cytological regions 33–34) with five distinct *Dfs*, and a second closer to the centromere (cytological regions 36–37) with four different *Dfs* (**Fig 3A–3D**). We observed a complex variety of expression variance patterns, compensation responses, and sex- or allele-biased compensation depending on the individual locus. For example, we observed a wide ranges of responses to reducing the dose of the *nubbin* gene (*nub*), from over-compensated (>2-fold increase) to anti-compensation (>2-fold decrease). 

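*nub* (FBgn0085424) lies on *2L* from 12587625 to 12628135 of Release 5 and was deleted in 5 female and 4 male genotypes of the hybrid background in S1 File. Its log2 ratio to flies with 2 copies was 0.20 ± 0.42 (SD, n = 2 flies, as for all values of this gene) in females of *Df(2L)ED773/+*, -1.14 ± 1.04 in *Df(2L)ED775/+*, -0.10 ± 1.39 in *Df(2L)ED776/+*, 0.51 ± 1.46 in *Df(2L)ED777/+* and 1.04 ± 0.59 in *Df(2L)ED778/+*. In males it was -0.17 ± 0.41, -0.88 ± 0.53, 0.28 ± 1.07 and -0.42 ± 0.20 in the first 4 of these lines. The counts behind these values were low, from 9 to 106 reads per fly, and none of the 9 comparisons with all other lines passed an adjusted p of 0.05 in limma voom (the lowest was 0.13, in females of *Df(2L)ED778/+*). With all 3 flies of each group the female values of *Df(2L)ED776/+* and *Df(2L)ED778/+* became -0.40 ± 0.99 and 0.08 ± 1.24, and the male value of *Df(2L)ED776/+* became -0.59 ± 1.59. The direction in *Df(2L)ED776/+* males changed under 5 of the alternatives tried.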

Differences in dose responses between lines, or even within line, given the possibility of uncovering rare recessive alleles even in highly inbred flies, could be due to differences in cis-regulatory regions in the single copy genes or due to network interactions. The *nub* locus showed some allele-specificity, as we observed better compensation from the *modENCODE OregonR* allele (**Fig 3A and 3B**). In contrast the *hook* gene showed no compensation across 24 different experiments (**Fig 3C and 3D**). 

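*hook* (listed as *hk*, FBgn0001202) lies on *2L* from 19030844 to 19033498 of Release 5. In the hybrid background its log2 ratio was -1.27 ± 0.13 (SD, n = 2 flies) in females of *Df(2L)ED1202/+* and, in males, -1.12 ± 0.10 in *Df(2L)ED1200/+*, -1.09 ± 0.05 in *Df(2L)ED1202/+* and -1.13 ± 0.33 in *Df(2L)ED1226/+* (n = 2 flies each). Its median FPKM in flies with 2 copies was 18.7 in females and 14.8 in males. The comparison with all other lines passed an adjusted p of 0.05 in limma voom in females of *Df(2L)ED1202/+* (log2 fold change -1.24, standard error 0.27, adjusted p = 0.012, lower than the reference mean in 2 of 2 flies) and in males of *Df(2L)ED1226/+* (log2 fold change -1.11, standard error 0.29, adjusted p = 0.044, lower in 2 of 2 flies). The latter passed in only 8 of 14 alternative settings, with a log2 fold change between -1.15 and -0.80 over the 14.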

We observed partial compensation of the *Multidrug-Resistance like Protein 1* (*MRP*) locus in females (**Fig 3A**), but variable compensation in males (**Fig 3B**). 

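*MRP* (FBgn0032456) lies on *2L* from 12719045 to 12744807 of Release 5. In females of the hybrid background its log2 ratio lay between -0.98 and -0.72 in the 5 lines that delete it (-0.94 ± 0.01, -0.76 ± 0.15, -0.85 ± 0.21, -0.72 ± 0.24 and -0.98 ± 0.08, SD, n = 2 flies, from *Df(2L)ED773/+* and *Df(2L)ED775/+* to *Df(2L)ED778/+*). In males it lay between -1.12 and -0.70 in 4 lines (-0.70 ± 0.09 in *Df(2L)ED773/+*, -1.12 ± 0.67 in *Df(2L)ED775/+*, -0.88 ± 0.42 in *Df(2L)ED776/+* and -0.87 ± 0.31 in *Df(2L)ED777/+*). Of the named genes, 16 combinations of a gene and a line could be tested for a difference between the sexes in the response to the deletion, and 0 passed an adjusted p of 0.05 or an unadjusted p of 0.05 in limma voom.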

We also observed a sex-biased response in the case of *Similar to deadpan* (*Sidpn*), which was over-compensated in females (**Fig 3C**) and partially compensated in males (**Fig 3D**). 

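*Sidpn* (listed as *Side*, FBgn0032741) lies on *2L* from 19027710 to 19030780 of Release 5. In *Df(2L)ED1202/+* of the hybrid background its log2 ratio was 0.68 ± 0.36 (SD, n = 2 flies) in females, on 18 and 20 reads per fly, and -0.58 ± 0.08 in males, on 75 and 85 reads. In males of *Df(2L)ED1200/+* and *Df(2L)ED1226/+* it was 0.16 ± 0.04 and -0.45 ± 0.10 (n = 2 flies each). None of these 4 comparisons passed an adjusted p of 0.05 in limma voom, the lowest being 0.56. With all 3 female flies of *Df(2L)ED1202/+* the log2 ratio was 0.03 ± 0.35, and in males -0.50 ± 0.29.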

At least for these examples, the sex differences are likely to be due to differences in gene network interactions because identical one copy alleles, as well as their regulatory elements, are exposed by the deletions. As expected, based on the correlation between compensation in females and males across *2L* (see **Fig 1F and 1G**), we found that many genes showed similar responses in the sexes. For example, we observed over-compensation of *CG15485* (**Fig 3A and 3B**) and anti-compensation of *CG17572* (**Fig 3C and 3D**) in both sexes. 

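*CG15485* (FBgn0032442, *2L* from 12667248 to 12669714 of Release 5) had a median FPKM of 0.0 in females and 0.0878 in males with 2 copies, below the expression cutoff, and 0 or 1 reads in each fly that lacks 1 copy, so its response in the hybrid background was not detectable at this depth. *CG17572* (FBgn0032753, *2L* from 19071131 to 19074149) had a log2 ratio of -1.13 ± 0.26 (SD, n = 2 flies) in females of *Df(2L)ED1202/+* and, in males, -2.12 ± 0.04 in *Df(2L)ED1200/+*, -1.72 ± 0.38 in *Df(2L)ED1202/+* and -1.42 ± 1.00 in *Df(2L)ED1226/+* (n = 2 flies each). These values rest on 2 to 18 reads per fly, and the lowest adjusted p of the 4 comparisons in limma voom was 0.15.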

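*RpL30* (FBgn0086710, *2L* from 19008031 to 19009306 of Release 5) had a log2 ratio of 0.09 ± 0.02 (SD, n = 2 flies) in females and -0.05 ± 0.08 in males of *Df(2L)ED1202/+* in the hybrid background, on at least 1839 reads per fly. Its FPKM in these flies was 2340 and 614, beside a median of 2000 in females and 677 in males with 2 copies. By the log2 fold change, the value in females was -0.03432 with edgeR's quasi-likelihood test, -0.003893 with all mapped flies and -0.30 with reference flies from the same set of libraries, and the value in males was -0.38 under the last of these. Set against -1, the log2 ratio that 1 copy without compensation predicts, 3 of 61 combinations of a named gene, line and sex, *nub* in females of *Df(2L)ED778/+* among them, had an adjusted p under 0.05 in limma voom.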

We note with interest that the ribosomal-protein-encoding *RpL30* locus (**Fig 3C–3E**) showed evidence of compensation, consistent with the very weak Minute phenotype reported for mutations in this gene [6]. A second ribosomal-protein-encoding gene (*RpL7-like*, **Fig 3F**) also showed compensation. These two loci are not haplo-insufficient genetically and exceptionally well compensated at the transcript level, supporting the idea that stoichiometric mRNA levels of genes encoding ribosomal proteins are ultimately important for ribosome function [6]. 

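*RpL7-like* (FBgn0032404, *2L* from 12056326 to 12057416 of Release 5) had 0 or 1 reads per fly in the deposited counts of its deletion lines and could not be tested on counts. By the deposited FPKM, its mean in females of the hybrid background was 64.1 in *Df(2L)ED761/+* and 48.6 in *Df(2L)ED775/+* (n = 2 flies each), beside a median of 116.0 in females with 2 copies, and in males 22.6 and 20.7, beside 36.7.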

We observed one case where the particular uncovering *Df* correlated with a specific response. In males, the cluster of the *ACXA*, *ACXB*, *ACXC*, and *ACXE* genes (which show male-biased expression) showed very good compensation when uncovered by *Df(2L)ED775*, but much poorer compensation when uncovered by four other *Dfs* (**Fig 3A and 3B**). More generally, in each case the entire ACX cluster of genes correlated better within a *Df* line than between lines. 

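In males of the hybrid background the log2 ratios of the 4 ACX genes had a median standard deviation of 0.26 between genes within a *Df* line (4 lines, means of 2 flies) and of 0.26 between lines within a gene. Over all mapped flies and 5 lines the corresponding standard deviations were 0.42 and 0.45.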

The increased compensation when these genes were uncovered by *Df(2L)ED775* was also allele-specific as the effect was only observed in the isogenic background. 

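The *ACXA*, *ACXB*, *ACXC* and *ACXE* genes lie next to each other on *2L* between 12912530 and 12929823 of Release 5. In males of the hybrid background the mean log2 ratio of the 4 genes was -1.12 ± 0.68 (SD, n = 2 flies) in *Df(2L)ED775/+* and -1.03 ± 0.33 (n = 6 flies) in the other lines of S1 File that delete the cluster. These were -0.81 ± 0.18 in *Df(2L)ED773/+*, -1.37 ± 0.39 in *Df(2L)ED776/+* and -0.91 ± 0.02 in *Df(2L)ED777/+* (n = 2 flies each). The difference of -0.09 between *Df(2L)ED775/+* and the other lines was smaller than the spread between flies (2-sided exact permutation test over the 28 splits of the flies, p = 0.89). With all 3 flies of each line the means were -0.86 ± 0.53 (n = 3) and -0.81 ± 0.53 (n = 9), with an exact permutation p of 0.93 over 220 splits. The sign of the difference was positive with log2(FPKM + 1), at 0.04. The paper reasons from the absence of an effect in this background that the compensation of the cluster in *Df(2L)ED775/+* depended on the allele.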

The amount of the genome removed by *Df(2L)ED775* was more extensive than most of the *Dfs* used in the study (**Fig 1A**), raising the possibility that the extent of a deletion contributes to compensation. However, we observed no significant relationship between the length of deleted segments and dose responses in our experiments (**Fig 3G and 3H**), suggesting that the extent of a particular *Df* uncovering a locus has little impact on the genes dose response.

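For the hybrid background, the slope of the log2 ratio of 1 copy genes on the length of the deletion was -0.13 per Mb over 2466 values, equal to -1.29e-07 per base (permutation test that moves lengths between the 47 lines, p = 0.13). Across the 47 line means, Pearson's *r* with length was -0.137 (permutation p = 0.36) and Spearman's rho -0.084 (permutation p = 0.57), and without the 2 lines farthest from the median length *r* was -0.0839. Within the libraries with a high percent of reads on no feature the slope was -0.21 per Mb (17 lines, permutation p = 0.17), and within the others -0.06 (30 lines, permutation p = 0.49). Over all mapped flies the slope was -0.10 per Mb (61 lines, permutation p = 0.52). Leaving out the first fly of every group turned the slope positive, at 0.05 per Mb. From this absence of a relation the paper proposes that the extent of a *Df* has little impact on the response of a gene.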

**Fig 3:**
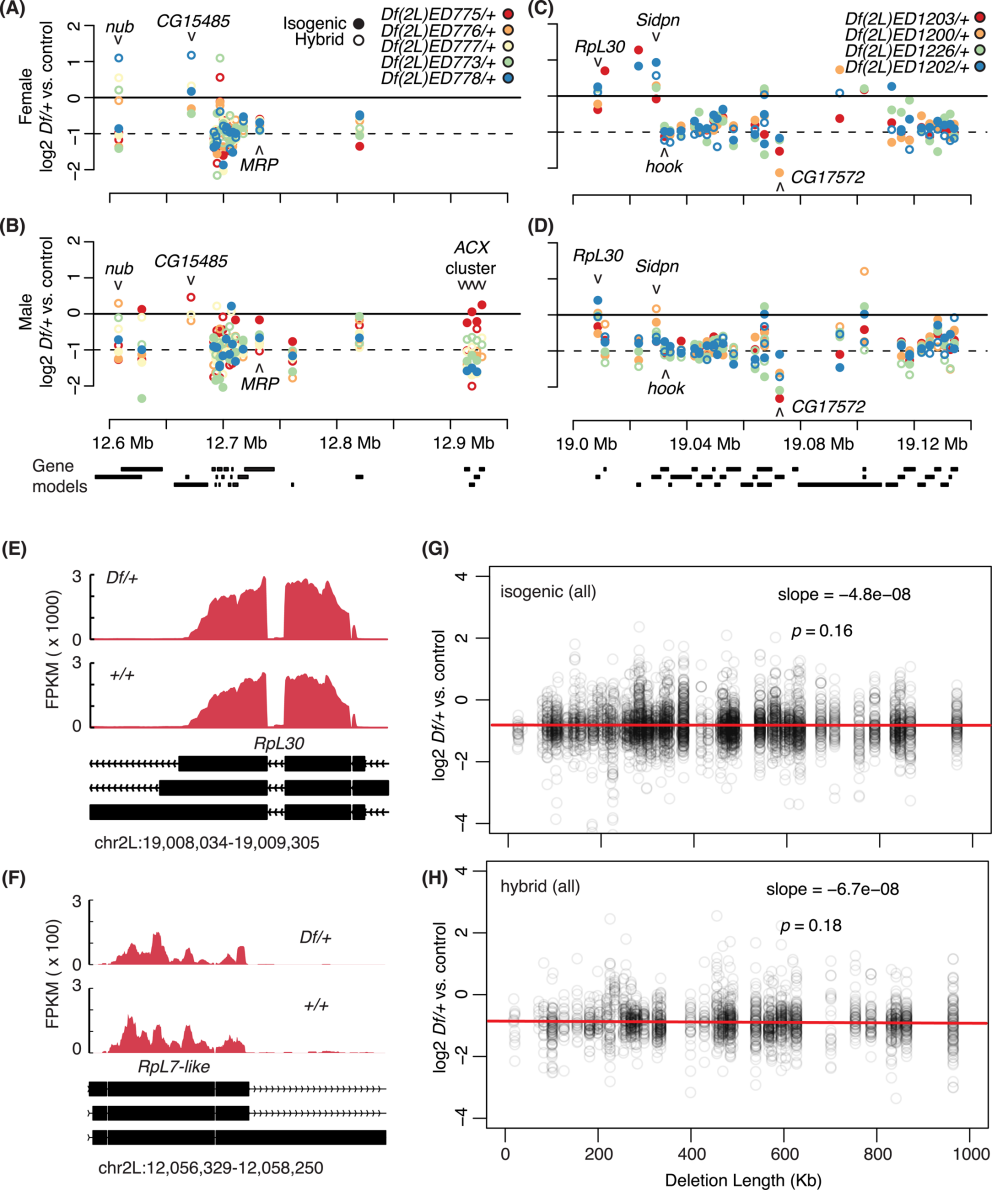
One copy gene responses in different *Df/+* settings. A-D) One copy versus two copy gene expression levels plotted at the centers of each gene model (labeled below). Observations made in the isogenic genetic background (filled) and the hybrid genetic background (open) are shown. Genes whose expression is below the expression cutoff (see Methods) are not shown. A, B) One copy gene expression of the genes between chr2L:12,545,800 and 12,975,028, which is uncovered by five different *Dfs*. C, D) One copy gene expression of the genes between chr2L:19,003,398 and 19,158,447 region that is uncovered by four different *Dfs*. E, F) Sashimi plots that display normalized numbers of mapped reads across *RpL30* and *RpL7-like* gene body regions. Expression in *Df(2L)ED1202/+* for *RpL30* and *Df(2L)ED761/+* for *RpL7-like* was compared to expression in *Df(2L)ED774/+*, which was the shortest deletion in our study and is *+/+* for both genes. Exons (black bars) in the gene models and transcription direction (chevrons) are show below. G, H) Dosage responses (y-axis) of one copy genes when uncovered by deletions of indicated length (x-axis). Results from the isogenic genetic background (top) and from the hybrid genetic background (bottom) are shown.

### Nuclear architecture and dosage responses

Our data failed to support the idea that specific functional classes of genes or gene features, such as length, expression breadth or level are associated with distinct dosage responses. However, we did notice that some blocks of genes showed common compensation responses and speculated that these might correspond to a particular chromatin state. For example, a group of genes [*CG18302*, *world cup* (*w-cup*), *CG31872*, *CG18284*, and *CG17097*, but not *Tripartite motif containing 9* (*Trim9*)] uncovered by the proximal portion of *Df(2L)ED8142* showed over-compensation in females but not males, while the rest of the genes uncovered by this *Df* showed a more typical partial compensation response (**Fig 4A**). 

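In females of *Df(2L)ED8142/+* in the hybrid background the log2 ratio was 0.45 ± 2.06 (SD, n = 2 flies) for *CG18302*, 0.57 ± 0.20 for *w-cup*, 0.32 ± 0.03 for *CG31872*, 0.74 ± 0.43 for *CG18284* and 0.41 ± 0.64 for *CG17097*. In males it was -0.56 ± 0.18, -1.39 ± 0.08, -0.80 ± 0.01, -1.21 ± 0.08 and -0.71 ± 0.06 for the same genes (n = 2 flies). *Trim9* had -0.71 ± 0.28 in females and -0.85 ± 0.31 in males. These genes lie on *2L* between 10534322 and 10650152 of Release 5. Between 3 and 25 reads per fly were counted on each of the first 5 genes in females and between 143 and 16927 in males. *w-cup* and *CG18284* had a median FPKM of 0.562 and 0.452 in females with 2 copies, below the expression cutoff, and were not tested in females. The comparisons of the remaining genes with all other lines had adjusted p values of 1.0 in females and of at least 0.055 in males in limma voom.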

To explore the role of chromatin domains on the dosage response, we plotted our results along with the chromatin structure maps from a DamID (DNA adenine methyltransferase identification) study on chromatin-associated protein occupancy ([42], **Fig 4B**), 3-D structure determination from Hi-C chromatin conformation capture mapping ([43], **Fig 4C**), and nuclear envelope attachment from a LaminB DamID study ([44], **Fig 4D**). In both the genetic backgrounds examined we observed dramatically improved dosage compensation in regions of the genome in structural domains associated with repressed gene expression (**Fig 4B and 4C**). These repressive domains show overlapping characteristics between the DamID and Hi-C studies, and are also enriched in LaminB binding. When we specifically looked at Lamina-associated domains (LADs), we observed improved compensation (**Fig 4D**). We also observed improved compensation in regions of Polycomb group (PcG) protein occupancy (**Fig 4B**), but not in the structural domains enriched in those proteins from Hi-C (**Fig 4C**). Importantly all these improved compensation distributions were observed in females. We found no significant correlations, or even a trend, between repressive chromatin and compensation in males.

**Fig 4:**
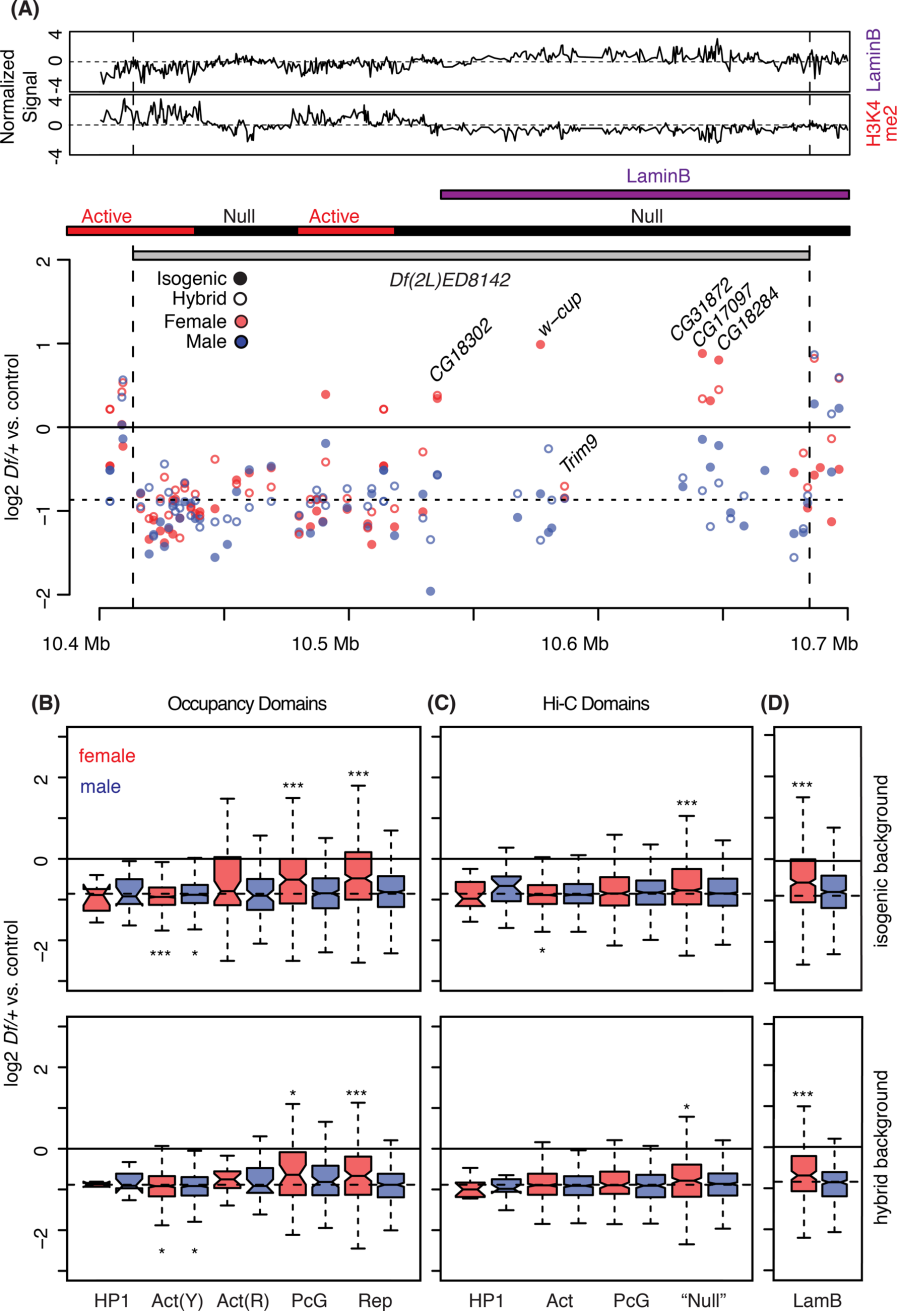
Disruption of chromatin and/or 3D nuclear domains by *Df* breaks. A) One copy gene expression in *Df(2L)ED8142/+* plotted across the deletion position in log2 scale. On the top, DamID (LaminB) or Chromatin immunoprecipitation (Histone H3K4me2) signals (Z-transformed, [42]) across the deletion region are displayed to represent “Active”, or “Null/Repressive” regions, respectively. Chromatin states defined in the Hi-C study [43] and position of LADs from the DamID analysis [44] are presented below the tracks (bars). See Fig 2 for additional labeling information. B-D) Autosomal dosage compensation levels were measured from one copy genes that mapped to different chromatin state domains (B), topologically associated domains (C), and Lamin associated domains (D) from DamID-chip and Hi-C studies. Top panels. Data from the isogenic genetic background (top) and hybrid genetic background (bottom) are shown. Domains are labeled according to diagnostic enrichments/functions from the original studies: Heterochromatin Protein 1 domain (HP1), "yellow" [Act(Y)] and "red" [Act(R)] active domains, Polycomb Group domain (PcG), repressive domain (Rep), undefined and other (Null), and Lamin B (or LAD) domain (LamB). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 (Mann-Whitney U test).

In addition to the increased median (and mean) compensation levels among genes within these repressive chromatin domains, we observed an increased range of responses (**Fig 4B–4D**). This suggests that there is greater heterogeneity in the compensation response within repressive domains. We observed modest, but significant decreased compensation in one of the two types of active chromatin in both sexes based on occupancy (**Fig 4B**). Active regions of the "Yellow" type, which is enriched in H3K36me3 domains and in genes with broad expression patterns [42], showed significantly worse compensation, while active regions of the "Red" type showed the same dosage response that we observed globally. These data suggest that in addition to gene-specific responses, the local chromatin state plays a role in dosage responses.

Due to the unexpected female-biased compensation of genes within repressive chromatin domains, we examined global sex-biased compensation to see if these blocks of improved compensation are revealed *in toto* and to see if we could detect similar blocks in males. Even if the chromatin states in males differ from those in females, we would expect that weakening repressive domains in males might also result in superior dosage compensation. 

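In the hybrid background the 1 copy genes had a median log2 ratio of -0.92 in females (973 values) and -0.92 in males (1493 values), and the distributions differed by a Kolmogorov-Smirnov D of 0.0226 (permutation test of the sex labels across genes, p = 0.92; genes are not independent replicates). Within the libraries with a high percent of reads on no feature D was 0.0386 (permutation p = 0.88), and within the others 0.0465 (permutation p = 0.41). Over all flies of all mapped genotypes, with 1582 female and 2329 male values, D was 0.0745 (permutation p = 4e-05). Leaving out the first fly of every group gave a D of 0.0593 (permutation p = 0.031).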

While median and mean compensation levels were similar in females and males (**Fig 5A**), we observed more genes with very good compensation in females and more genes with intermediate compensation in males (*p* <0.05, Kolmogorov-Smirnov test; **Fig 5B**). When we asked if genes showed similar compensation between isogenic and hybrid backgrounds using expectation-maximization clustering, we observed clear sets of 94 genes with modest and full compensation in females. If repressive domains are in different regions in males, those regions should be identified as better compensating, but we were unable to detect two clusters in males (**Fig 5C and 5D**). These data suggest that there are subtle differences in autosomal compensation between the sexes, as suggested by the correlation between repressive domains and female-biased compensation. At least some of the genes showing compensation in females due to de-repression were highly expressed in male-specific organs. When we asked if the 94 genes consistently compensated in females showed a difference in expression between females and males, we found that genes with male-biased expression were significantly over-represented, and genes with female-biased were under-represented, relative to the genome as a whole or chromosome 2L, which is also enriched for genes with male-biased expression (**Fig 5E**).

**Fig 5:**
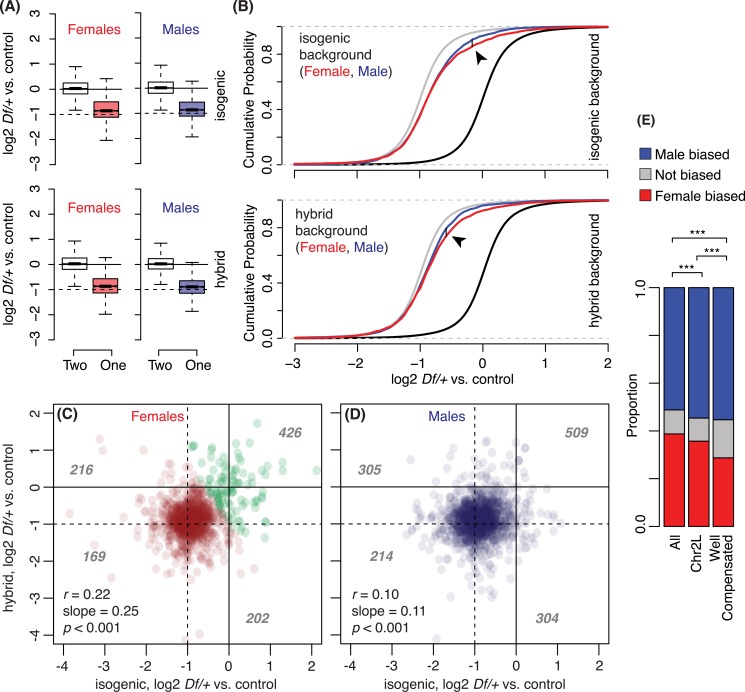
Sex-based difference in one copy gene expression. A) Boxplots of gene expression in two copy genes (open) or one copy genes (red and blue for females and males, respectively) from all *Df* lines used (see Fig 1 for boxplot parameters). B) Cumulative distribution function plots for female *Df*/+ (red), male *Df*/+ (blue), and +/+ gene expression (black, for both sexes). The grey line displays +/+ gene expression level shifted by -1 (log2). Arrowhead indicates Kolmogorov-Smirnov statistic (*D*), the largest vertical differences between two cumulative distributions (0.045 for isogenic and 0.051 for hybrid). A, B) Data from isogenic (top) and hybrid (bottom) genetic backgrounds are shown. C, D) Scatter plots that compare one copy gene expression relative to two copy gene expression between the isogenic genetic background and hybrid genetic background. A subset of genes in (C) represents “better compensated” genes identified in clustering analysis (Green). The grey numbers on the plots indicate the number of *Df*/+ genes appeared in each quadrant, divided by (-1, -1). The same genes that are deficient in multiple Df/+ flies were counted multiple times. Pearson’s correlation coefficient (*r*), slopes from linear regression and *p* values (F-tests) are shown. E) Barplots that display the proportion of male-biased or female-biased genes from all *Drosophila* genes, chromosome 2L genes, and the better compensation in females (C, green). ***p < 0.001 (Hypergeometric test).

The increased compensation when repressive domains are deleted is consistent with a role for chromosome pairing and reinforcing repressive effects that are relaxed by deletion from one homolog. It is important to note that removing the 94 genes highly compensated in females from the analysis has a minimum and non-significant effect on the overall pattern of modest compensation, which remained at 1.1-fold in females. Thus, at the level of a *2L*-wide overview, our comparison between the sexes suggests at least two independent mechanisms for compensation. One is characterized by a varied gene-by-gene response to copy reduction, consistent with a feedback/buffering model for dosage responses (and allele/condition specificity between backgrounds) that accounts for the bulk of the observed compensation. The other is due to chromatin structure in females restricted to a small set of genes, possibly related to repressing male gene expression in females.

### Breakpoints and gene expression

Deletions bring distant regions of the chromosome into linear juxtaposition: if such novel genome arrangements fuse domains or destroy insulator elements then they may create new expression environments (**Fig 6A**). If repressive domains can be weakened by deletions *in trans*, as suggested by our data in females, those effects might also spread into adjacent regions of repressive chromatin that are juxtaposed with other types of chromatin *in cis*. This is essentially the opposite of position effect variegation, where spreading of repressive chromatin is observed [45]. Our data may suggest that active chromatin spreads into repressive domains. We observed modest but significant effects on genes flanking breakpoints when the breakpoint was within a previously identified LaminB repressive domain (**Fig 6A**). We found slight and occasionally significant increased expression of two copy genes flanking breakpoints in "Null" Hi-C domains (**Fig 6A**). However, the significance of this effect of breakpoints was variable by both sex and background, tempering the conclusion that ectopic juxtaposition alters gene expression within broken chromatin domains. The other chromatin domains showed no significant correlation with homozygous expression. Extensive studies of position effect variegation in *Drosophila* have clearly established that repressive chromatin can spread into active chromatin when it is brought into that environment by transposition or inversion. Our work supports the idea that spreading also works to weaken the repressive domain [30]. Our data indicates that LaminB repressive domains are sensitive to de-repression, *in cis* or *trans*, by bulk deletion, although the *trans* effect is much clearer. This suggests that LaminB domain repression is additive or cooperative.

**Fig 6:**
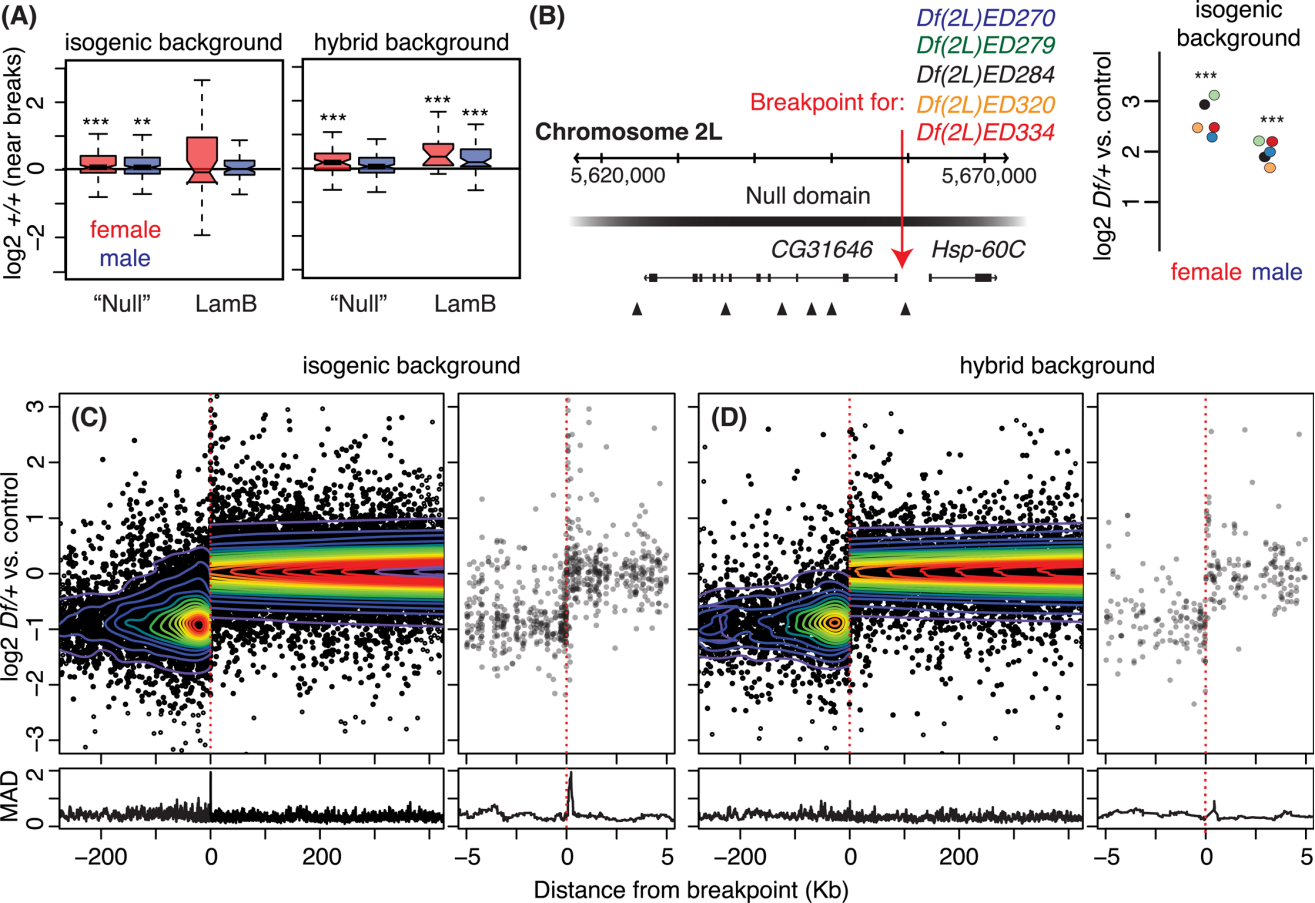
Disruption of DNA linear structure by *Df* breaks. A) Two copy gene expression near *Df* breakpoints. The boxplots display distributions of normalized relative two copy gene expression within the Null domain (from Hi-C), or LADs that are disrupted by deletions (see Fig 1 for boxplot parameters and Fig 3 for statistics). B) A schematic of the CG31646 gene model (left) showing the position of a common breakpoint (red arrow) for the 5 *Dfs*. Chromatin state (Null domain, [43]) is represented as a bar. Triangles indicate insulator positions [46]. Deletions exist on the right side of the common breakpoint. Expression changes of *CG31646* in different *Df* lines are indicated (right). Colors of the filled circles match with the *Dfs* lines by the plot. *p* values (asterisk) are based on empirical Bayes moderated T-test in the limma package (See Methods, *** *p* < 0.001). C, D) Gene expression changes near breaks are collectively displayed by aligning all breakpoints in the study at "0" (red dotted line). One copy genes are placed on the left side, and two copy genes are place on the right side of 0. Contours represent data point density. Wide (left) and zoomed (right) views of the same data are shown. Variability in gene expression was summarized using Median Absolute Deviation (MAD, a non-parametric measure of the variability) from sliding windows of 30 genes (bottom).

Breakpoints also have the potential to create novel enhancer/silencer/promoter interactions. We found limited evidence that removal of cis-regulatory regions by *Dfs* could influence the expression of genes with gene bodies in adjacent non-deleted segments. For example *Df(2L)ED270*, *Df(2L)ED279*, *Df(2L)ED284*, *Df(2L)ED320*, and *Df(2L)ED334* all have a common breakpoint just upstream of the *CG31646* promoter, deleting a region where enhancers and silencers are often located, and in this case deleting a known CNS regulatory region [47] (**Fig 6B**). In males, and especially in females, these deletions resulted in dramatic over-expression of *CG31646* suggesting that a silencer was removed by each of these deletions. To determine how common the effects of structural rearrangements on gene expression are, we centered all the breakpoints from the *Dfs* used in this study and plotted expression flanking the breakpoint as well as the median absolute deviation to summarize the results. 

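In the hybrid background, with breakpoints read from Fig 1A, distances under 10 kb could not be resolved. The spread of the log2 ratios of 2 copy genes was measured by their median absolute deviation from their own median. From 10 to 100 kb outside a breakpoint it was 0.243 in females (620 values) and 0.217 in males (842 values). From 100 to 400 kb it was 0.238 (1692 values) and 0.224 (2586 values). A shift of a whole flank in 1 direction does not enter this measure. Per line, the near value minus the far value averaged -0.01 in females (33 lines, SD 0.13, 2-sided sign-flip permutation test, p = 0.56) and 0.0002816 in males (37 lines, SD 0.08, permutation p = 0.98). Within the libraries with a high percent of reads on no feature the difference was -0.002057 in females (permutation p = 0.95) and -0.03 in males (permutation p = 0.11), and within the others 0.02 (permutation p = 0.47) and 0.02 (permutation p = 0.12). The median log2 ratio itself was 0.02 and 0.04 from 10 to 50 kb in females and males and -0.02 and -0.01 from 50 to 100 kb. Over all mapped flies the difference was -0.02 in females (55 lines, permutation p = 0.36) and 0.01 in males (61 lines, permutation p = 0.6).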

We observed no significant change in expression with distance from the breakpoint, with the exception of genes within 100bp of a breakpoint (**Fig 6C**). Even this breakpoint proximal effect is probably less significant than it appears, since the spike of increased expression in the isogenic background (**Fig 6C**) is due almost exclusively to the *Dfs* in **Fig 6B**. Thus despite the fact that the deletions in our study removed a total of 2,100 insulator binding regions identified in an embryo study [46], and break within 437 chromatin domains from the Hi-C study [43], we find little evidence that this plays a major role in transcription.

### Propagation through gene networks

The general absence of breakpoint proximal effects of *Dfs* on transcription of two copy genes does not mean that there is no effect of deletions on the rest of the genome. 

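For each line of S1 File in the hybrid background, the 2 flies were compared with the flies of all other lines of the same sex by limma voom on TMM-normalized counts, with Benjamini-Hochberg adjustment within each line, as the Materials and Methods describe. At an adjusted p under 0.05, 6599 changes of 2 copy genes were called over 40 female lines and 6935 over 40 male lines. The median per line was 12 genes in females and 8 in males, the range 0 to 3335 and 0 to 3207, and 17 female and 21 male lines had under 10. The line with the most calls (*Df(2L)ED1054/+* in females and *Df(2L)ED632/+* in males) held 50.5% and 46.2% of them, and the 3 lines with the most held 76.8% and 79.7%. Per 1 copy gene of the line, the median number of calls was 0.5 in 35 female lines and 0.143 in 37 male lines, and these lines together gave 5.84 and 3.01. Lines whose deletion was left out or too short to read have no such value. Of the 1 copy genes, 217 of 973 (22.3%) in females and 265 of 1493 (17.7%) in males were called. With all flies of each S1 File group, 5799 female and 6025 male genes were called in at least 1 line. Between these fold changes and those of the same genes and lines in S1 File, *r* was 0.9997 in females and 0.9994 in males, and of the paper's 911 female and 717 male calls among those genes 883 and 693 were also called here.

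**Figure D2:**
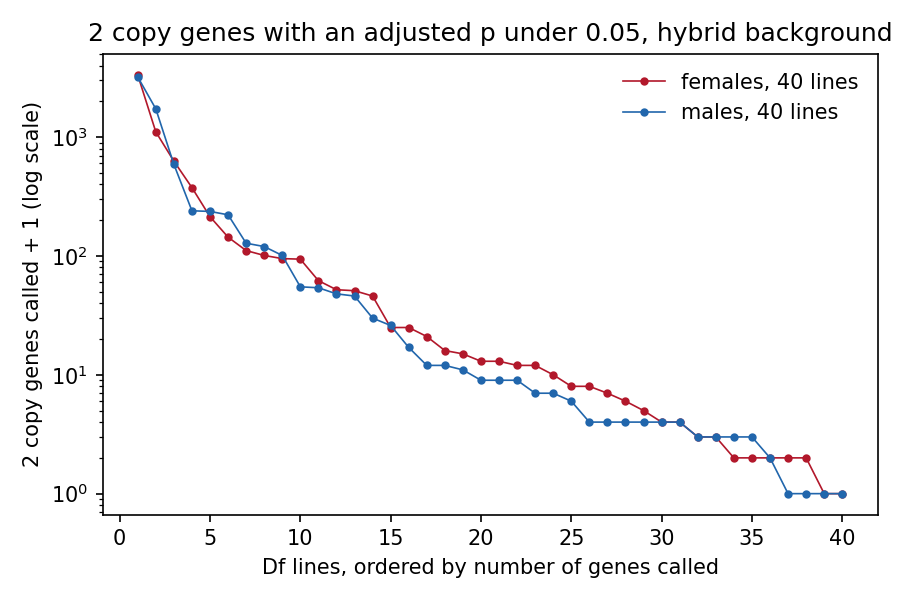
Number of 2 copy genes with an adjusted p under 0.05 plus 1 (vertical axis, log scale) for each *Df* line of the hybrid background, ordered by that number (horizontal axis), in females (40 lines) and males (40 lines). A few lines hold most of the calls, with 3335 in the highest female line and 3207 in the highest male line, and the medians are 12 and 8.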

We observed tens of significant changes in gene expression for each gene made single copy in a *Df/+* fly (**S1 and S2 Files**). In total, we observed 10,757 two copy genes that displayed significant (adjusted *p* < 0.05) changes in expression in at least one *Df/+* line. 

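A total of 5185 2 copy genes in females, of 9873 tested, and 5898 in males, of 12816 tested, had an adjusted p under 0.05 in at least 1 hybrid line of S1 File. In either sex these were 8330 genes of 13109 tested. With no adjustment, 9713 female and 12556 male genes had a p under 0.05 in at least 1 line. Across all flies of every mapped genotype 8063 female and 7743 male genes were called.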

Overall, 78% of genome changed expression in this study as a result of altering the gene dose of 15% of the genome.

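The 8330 genes called in either sex of the hybrid background were 63.5% of the genes tested and 48.8% of all genes in the deposited files. With all flies of all mapped genotypes 10770 of 12706 tested genes (84.8%) were called. Those flies include 14 whose marker ratio lies on the side of the other sex, and their part in this count was not tested. From such counts over both backgrounds, the paper concludes that altering the dose of a part of the genome changes the expression of most of it.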

To determine if two copy genes that changed expression fell into clusters of genes related by network interactions or were more randomly organized, we projected gene expression changes onto an integrated network model (non-directional), based on expression in published GEO datasets, gene interactions, and protein-protein interactions, which is largely consisted with positive interactions [48]. We observed striking examples of propagating effects in network space. In the movie (**S3 File),** we show the propagating expression change as we tiled through chromosome 2L. Coherent changes in gene expression occur in specific sub-regions of the network, and these differ between females and males. In the majority of cases, there was a positive correlation between gene expression in the one copy gene and in the two copy network neighbors. For example, hemizygous *La autoantigen-like* (*La*) expression was reduced in *Df(2L)ED1315/+* females, as were a number of other genes that are primary (1°) network neighbors of *La* (**Fig 7A**). These genes show enriched expression in ovaries, larval central nervous system, and larval trachea, but are down-regulated in other tissues [37], and are highly enriched in genes encoding ribosome biosynthetic machinery according to GO term analysis (*p* << 0.001, Holm-Bonferroni corrected Hypergeometric test). This positive relationship between hemizygous expression and expression in network neighbors was more prevalent, but propagation patterns also showed negative interactions. As an example of a negative interaction, is the cluster centered on the *Suppressor of variegation 205* (*Su(var)205*), which encodes heterochromatin protein 1 (HP1) that binds H3K9me2/3 and is a general repressor of transcription [49]. Hemizygosity for *Su(var)205* in *Df(2L)ED578/+* females resulted in reduced expression of this negative regulator. The primary neighboring genes connected to *Su(var)205* in the network model all showed increased expression (**Fig 7B**), consistent with de-repression when HP1 levels are reduced. 

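In the hybrid background, 4521 of the 6599 significant 2 copy changes in females were raised (68.5%) and 2078 lowered. More genes were raised than lowered in 38 of 40 lines and fewer in 0 (2-sided sign-flip permutation test over lines on the difference in each line, p = 1e-05, the smallest that 100000 permutations can give). That test takes raised and lowered calls as equally likely without an effect. In pairs of female flies drawn from different lines, however, 95.1% of the calls were raised. The p therefore cannot tell an effect of the deletions from a comparison of 2 flies with many that calls raised genes more easily. In males 3567 of 6935 were raised (51.4%) and 3368 lowered, with more raised in 32 of 40 lines and fewer in 2 (permutation p = 1.0). The male share rests on the lines with the most calls, since 1577 of the 1728 changes in *Df(2L)ED929/+* were lowered. Over all flies of all mapped genotypes the raised share was 66.1% in females and 53.8% in males, and with edgeR's quasi-likelihood test it was 55.4% and 47.3%.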

Globally, there is a nearly equal number of two copy genes that show elevated or reduced expression in response to a *Df/*+ condition. These changes occur at a greater distance from the one copy gene source. For example, we observed coherent changes in pathways (statistically significant network module clusters [50]) that we could not directly connect to one copy genes. These were often connected with a few edges to large groups of genes showing the opposite effect. For example, in *Df(2L)ED250/+* females, a strong cluster of genes with ovary-biased expression in wild-type (89% have transcripts enriched in ovary [51]) are down-regulated (**Fig 7C**). These include *Cyclin* genes, which are likely expressed in the replicating germline and somatic support cells of the ovary (*CycA*, *CycB*, and *CycE* [52, 53]), the important female germline transcription factor *ovo* and the known Ovo target gene *ovarian tumor* (*otu*) [54, 55]. Down-regulated genes in this ovary-related group also include many targets of the somatically expressed Doublesex transcription factor, such as *Grunge* (*Gug*), *domino* (*dom*), and the *Insulin receptor* (*InR*) gene [56]. This cluster of genes significantly enriched for functions in oogenesis is linked to an even larger cluster of up-regulated genes, 77% of which encode components required for oxidative phosphorylation. Energy storage molecules are deposited in the egg to support embryonic development and are converted to ATP if not stored. We suggest that our observations reflect physiological pathway compensation in *Df(2L)ED250/+* females, where down-regulation of oogenesis results in increased catabolism. In terms of propagating effects of one copy genes, the effects on two copy genes with functional rather than physical proximity to one copy genes strongly indicates that expression changes in the diploid portion of the genome are due to regulatory pathways, not structural changes in the genome or long range contacts.

**Fig 7:**
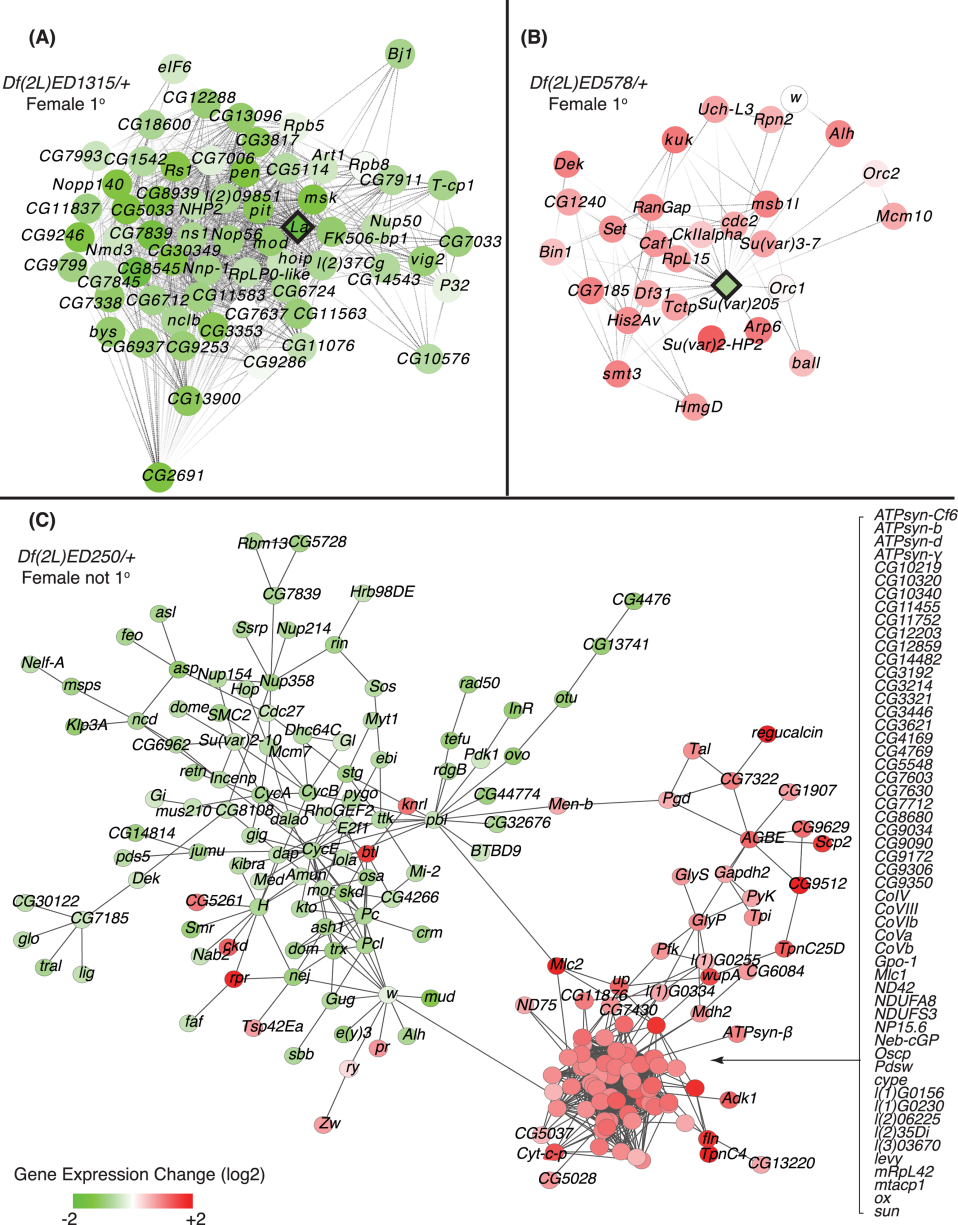
Propagation of gene dose perturbation in gene networks. Nodes represent genes and their connections, or edges, show interactions defined in the integrative network model. A, B) Subnetworks that include *Df* genes (diamond nodes) and their 1° two copy neighbors (round nodes) in the gene network. Gene expression changes in *Df(2L)ED1315/+* and *Df(2L)ED578/+* females have been projected onto the network. Up-regulated (red) down-regulated (green) gene expression relative to controls, as well as no change (open), is indicated with shading showing the magnitude of expression change (see key at bottom). C) Identified functional module that is significantly differentially expressed in *Df(2L)ED250/+* females, but with an unknown connection to a one copy gene(s).

We examined the global relationship between expression of one copy genes and their two copy network neighbors in the entire date set (**Fig 8**) and observed a strong correlation in the expression of one copy genes and their 1° network neighbors. As network distance increased this correlation degraded and was not distinguishable after 3° connections. This is consistent with a gradual dissipation of relation to the driver perturbation due to the action of corrective feedback responses and passive buffering at each step. These expression pattern relationships were consistent between the sexes and in both the isogenic and hybrid backgrounds.

**Fig 8:**
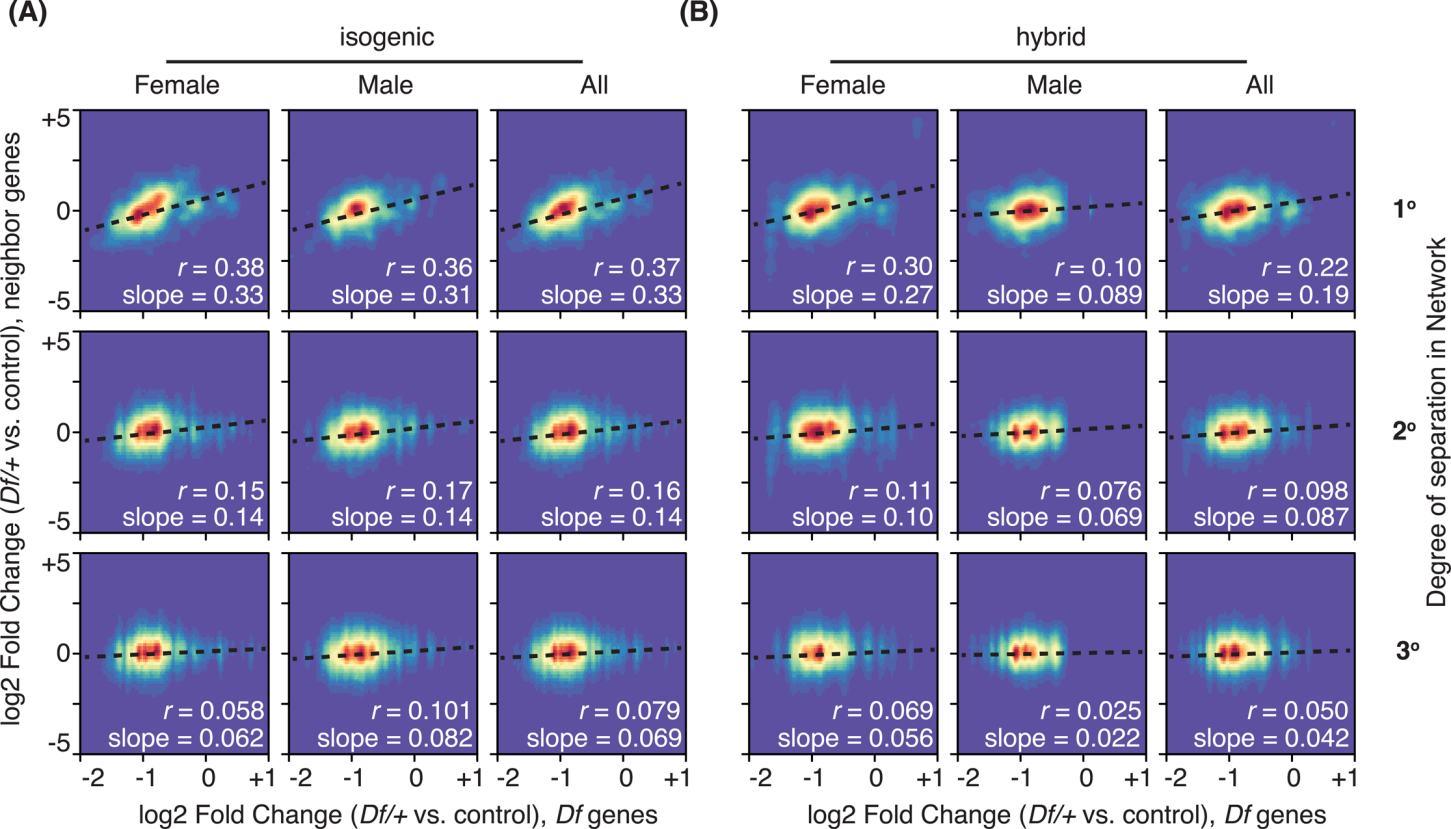
Propagation and dissipation of gene dose perturbation in positively correlating networks. Density plots that display gene expression changes of two copy genes that are neighbors of *Df* genes in the integrative network by 1° (primary, top), 2° (secondary, middle) and 3° (tertiary, bottom) are collectively plotted from all used lines against the expression changes of *Df* genes (one copy, x-axis) in females (left), males (center) and combined (right). Results from both the A) isogenic and B) hybrid background are shown. Pearson’s correlation coefficient (*r*) and slopes from linear modeling are shown.

### Propagation robustness

We observed similar overall patterns of network propagation and dissipation in both the isogenic and hybrid backgrounds in both sexes. However, the precise genes that changed in response to a given *Df* differed by sex and by genetic background. For example, *Df(2L)ED136/+* males showed many more expression changes than in females in both backgrounds (**Fig 9A and 9B**). 

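In *Df(2L)ED136/+* of the hybrid background, 1 2 copy gene in females and 29 in males (28 raised) had an adjusted p under 0.05 in limma voom (2 flies against all flies of the other lines in S1 File), and 221 and 518 had an unadjusted p under 0.05. With all flies of all mapped genotypes the counts were 3 and 8. With edgeR's quasi-likelihood test they were 3 and 10, and with DESeq2 3 and 7. The largest changes in males were in *Vm34Ca* (log2 fold change 4.43, standard error 0.38, adjusted p = 6.1e-15, higher than the reference mean in 2 of 2 flies), *Vm26Ab* (4.26, standard error 0.40, adjusted p = 1.3e-13), *Vm26Aa* (4.06, standard error 0.38, adjusted p = 1.5e-13), *CR44711* (3.75, standard error 0.54, adjusted p = 1.4e-06) and *CG43938* (3.34, standard error 0.68, adjusted p = 0.0041). The 3 *Vm* genes encode vitelline membrane proteins of the egg shell, and their FPKM was 90.8, 44.0 and 71.0 in these males and 4.58, 3.2 and 3.78 in the median of the reference males. The difference between the numbers in the sexes was not itself tested. The paper states that the responding genes differ by sex and background, and gives this line as an example.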

In males, other than the one copy genes, only four genes showed a significant expression change in both backgrounds. Of the genes showing differential expression in *Df(2L)ED136/+* males, only *CG18600* was also differentially expressed in females. This gene is expressed preferentially in the ovary, as well as in the testis and male accessory gland [57]. 

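*CG18600* (FBgn0038601) lies on *3R* from 14125917 to 14127450 of Release 5, outside the deletion. In *Df(2L)ED136/+* of the hybrid background its log2 fold change against all other lines was 1.39 in females (standard error 0.17, adjusted p = 5e-08 in limma voom, higher than the reference mean in 2 of 2 flies) and 1.36 in males (standard error 0.21, adjusted p = 6.6e-06, higher in 2 of 2 flies). Its mean FPKM was 80.7 in these females and 26.6 in these males, beside medians of 29.9 and 9.24 in the reference flies. It was the only 2 copy gene called in both sexes. Across all flies of every mapped genotype 2 genes were called in both sexes, *CG18600* and *Su(z)2*.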

Our data suggests that there is common regulation of *CG18600* in these different organs, mediated by a gene deleted in *Df(2L)ED136*. Given the pervasive sex-bias in *Drosophila* gene expression, we expected to see different network responses between females and males, but the extent of this dichotomy was striking.

**Fig 9:**
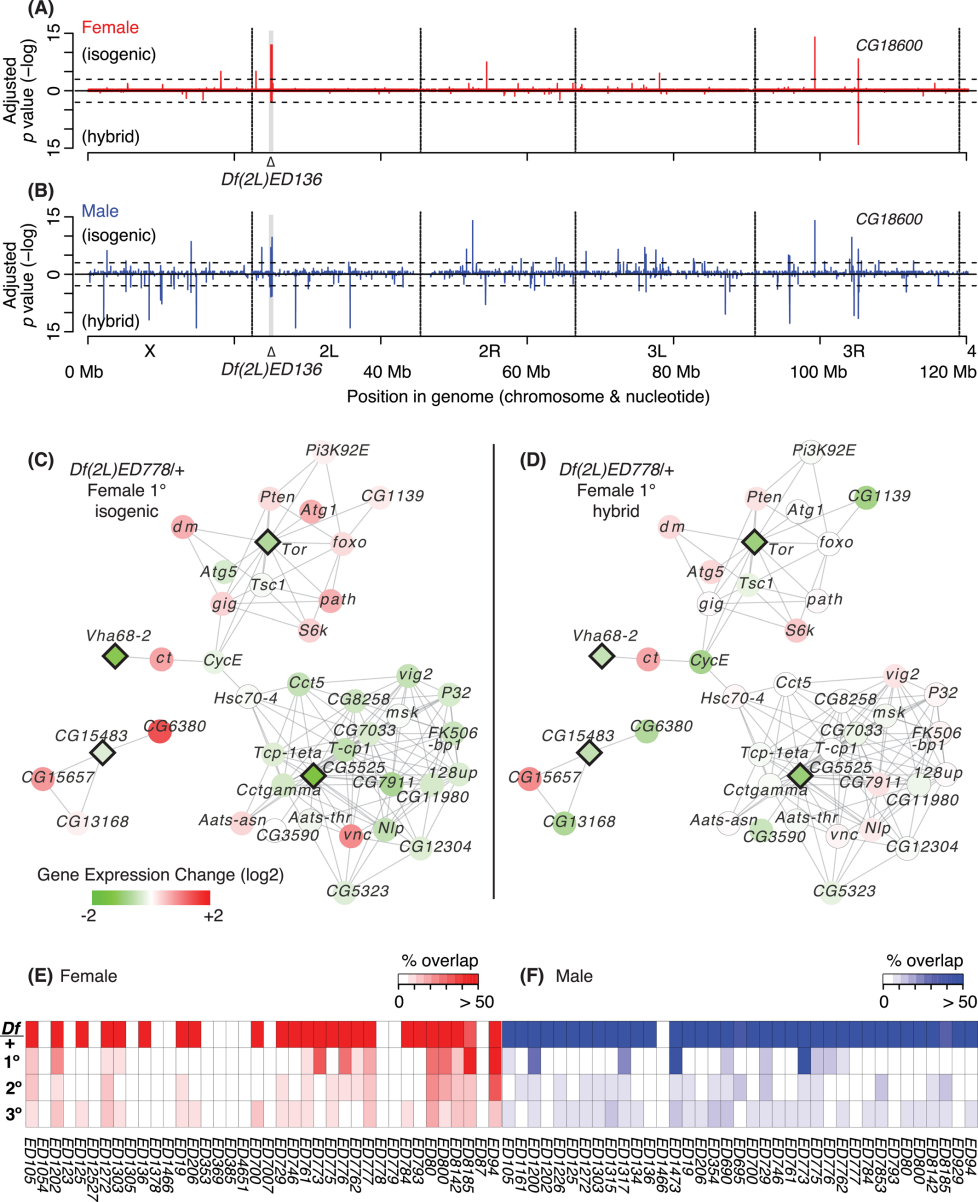
*Df.* causes genome-wide gene expression change in a genetic background-dependent manner. A, B) Adjusted *p* values of gene expression change is plotted in–log scale across the genome for females (A) and males (B) of *Df(2L)ED136/+* flies. The grey region on chromosome 2L indicates the deletion. The threshold adjusted *p* = 0.05 is shown (dotted lines). *CG18600* displayed significant changes in both genetic backgrounds and sexes. C, D) Gene expression changes of *Df*/+ genes (diamond) and their two dose 1° neighbors (circle) genes in the integrated gene network of female *Df(2L)ED778*/+ flies from isogenic (C) and hybrid (D) genetic backgrounds. E, F) Overlap of gene expression changes between *Df*/+ genes, and their two dose 1°, 2°, and 3° neighbors between two different genetic backgrounds in females (E) and males (F). We called genes whose changes are greater than 1.5 folds and show same directional changes (up or down) in both genetic backgrounds to be overlapped. For brevity, “*Df(2L)*” and “*/+*” are omitted in genotypes. E.g. *Df(2L)ED105/+* is shown as *ED105*.

The context-dependent propagation of expression change was a marked common trend, as illustrated by the example of *Df(2L)ED778/+* females (**Fig 9C and 9D**). These flies have one dose each (clockwise from the top) of *Target of rapamysin* (*Tor*), *CG5525*, *CG15483*, and *Vacuolar H*^*+*^ *ATPase 68 kDa subunit 2* (*Vha68-2*). 

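In females of *Df(2L)ED778/+* in the hybrid background the log2 ratio to flies with 2 copies was -0.96 ± 0.34 (SD, n = 2 flies) for *Tor*, -1.09 ± 0.09 for *CG5525* and -0.60 ± 0.02 for *Vha68-2*. The adjusted p of *Tor* against all other lines was 0.024 in limma voom (log2 fold change -0.91, standard error 0.24, lower in 2 of 2 flies), and those of *CG5525* and *Vha68-2* were 0.13 and 0.27. *CG15483* had 0 reads in both flies and a median FPKM of 0.0 in females with 2 copies, and its response was not detectable at this depth. *Tor* lies on *2L* from 13004480 to 13013197 of Release 5, *CG5525* from 12690336 to 12692934 and *Vha68-2* from 12974322 to 12978607.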

The network neighbors of these genes change in both backgrounds, and these are sometimes the same. 

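Of the network neighbors named here, *S6k* had a log2 ratio of 0.42 ± 0.02 (SD, n = 2 flies) and *ct* of 0.67 ± 0.15 in females of *Df(2L)ED778/+* in the hybrid background, both higher than the reference mean in 2 of 2 flies, with adjusted p values of 0.3 and 0.2 in limma voom. *CG15657* had 0 and 2 reads in the 2 flies and could not be tested. With all 3 flies of the group the log2 ratios were 0.56 ± 0.05 for *S6k* and 0.48 ± 0.26 for *ct*.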

For example, the gene pairs: *Tor* and *Ribosomal protein S6 kinase* (*S6k); CG15483* and *CG15657*; and *Vha68-2* and *cut* (*ct*) show the same responses in both backgrounds. This is not always the case, as there are discordant gene pairs such as *Tor* and *CG11389*, and *CG15483* and *CG6380*.

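A gene of the name *CG11389* is not among the genes of the deposited files, and the gene drawn next to *Tor* in Fig 9D, *CG1139*, had a log2 ratio of -0.76 ± 0.55 (SD, n = 2 flies) in females of *Df(2L)ED778/+* in the hybrid background, on 4 and 7 reads (adjusted p = 0.82 in limma voom). *CG6380* had 0 reads in both flies and a median FPKM of 0.0729 in the reference females, below the expression cutoff.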

These results can make clear predictions for subsequent experiments. For example, the genes surrounding *Tor* function in insulin and autophagy related pathways, with activated TOR suppressing autophagy in *Drosophila* [58]. In the isogenic background, reducing *Tor* dose correlates with higher *Autophagy-related gene 1* (*Atg1*) expression, whose over-expression is a strong driver of autophagy [59]. Interestingly, *pathetic* (*path*) is up-regulated in the same genetic background. *Path* encodes amino-acid transporters that function as nutrient sensors [60] and it is possible that local sensing of amino acids activates S6K proteins to compensate for low TOR levels. There is a large cluster of genes surrounding *CG5525* [61], which also show an isogenic background specific response. These genes are enriched for molecular chaperone functions, including those encoding members of the Tailless-Complex-Polypeptide-1 complex [62]. Dose-dependent down-regulation of *CG5525* is positively correlated with down-regulation of most of the cluster in the isogenic genetic background. Misfolded proteins cause autophagy [63], and there also is a chaperone-dependent mode of autophagy [64]. This example shows how *Df/+* profile exploration is a strong hypothesis generating exercise.

Globally, even though we observed similar rates of propagation through 1°, 2°, and 3° network neighbors, the same neighbors were rarely implicated in the different genetic backgrounds (**Fig 9E and 9F**). Thus, while there are coherent pathway responses to hemizygous driver perturbations, the exact path through network space was highly dependent on sex and some combination of genetic background and environment.

## Discussion

The large collections of deletions are widely used tools by the *Drosophila* research community, representing the most commonly ordered stocks from the Bloomington Drosophila Stock Center. Unfortunately, we know very little about the effects these deletions have on the global fly transcriptome and here we describe our initial efforts at addressing this issue. We have touched on three aspects of the effects that deletions have on the transcriptome: 1) the primary effect of hemizygosity on gene expression; 2) juxtaposition of regions of the genome that are normally distant; and 3) the effects of deletions at a distance in either network or physical space.

### Dosage effects and compensation

In a deficiency, there is only expression from only one allele of the genes within the deleted region, and while this generally results in expected reductions in gene expression, the response of an individual gene to copy number reduction is highly dependent on feedback regulation [8] and buffering, both of which are inherent properties of biochemical pathways [8, 10, 12, 13]. Different degrees of median autosomal compensation have been reported for *Drosophila melanogaster*, ranging from no compensation to nearly 2-fold up-regulation of one copy gene expression [9–11, 13–15, 19]. Similar results have been observed for X chromosome dosage compensation in *Df/+* females [14], or in males prior to the onset of X chromosome dosage compensation mediated by the MSL complex [65, 66]. Our compensation values in this report are at the low-end of previous estimates. Because the question of whether non-sex chromosome compensation exists and if so to what degree is a generic problem in biology, as shown in recent debates in the yeast community [17, 18, 67], we will outline some important factors that contribute to the different levels of compensation reported.

Some of the differences in compensation values are probably due to biology. 

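Among lines of the hybrid background, the fold compensation, 2 times the geometric mean ratio of its 1 copy genes, ran from 0.833 to 1.65 over 35 female lines and from 0.879 to 1.33 over 37 male lines. When 10 lines were drawn at random 1000 times, the mean fold compensation lay between 0.94 and 1.15 in females and between 0.954 and 1.12 in males.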

For example, individual *Dfs* have distinct compensation levels because of the set of genes uncovered have gene-specific dosage responses. Thus, results will vary depending on exactly which region of the genome is examined. This report and our earlier work [14] have accumulated enough RNA-Seq samples (N = 1062 in GEO, GSE60571, GSE73920, and GSE61509) to indicate that 1.1-fold overall compensation value in whole adult flies is robust to random sampling approaches. It is not clear if genes show the same compensation responses in all tissues and all stages of development, but we observed no difference in compensation between heads [14] and whole bodies (this report). The most extreme example of biological confounding factors is the varied dose responses of aneuploid tissue culture cells [15]. The dose effects for essentially the entire genome have been probed in highly aneuploid *Drosophila* cell lines [15, 16] with the observation that changes in copy number are not random. Multiple independent changes in gene dose are identified in these studies, suggesting that cell lines evolved copy number states. It is also clear that they show variable degrees of dosage compensation, which is also likely to be evolved. For example, *Drosophila* Sg4 cells show nearly complete dosage compensation, while D17-c3 cells show no evidence of compensation [15]. Tissue culture cells show recurrent copy number changes that are likely to enhance culturability, which would be counteracted by compensation. In contrast, it is also possible that better compensating cells have a selective advantage, resulting in higher gene dosage compensation levels in many lines. Finally, it is also possible that some cell lines have evolved other mechanisms to cope with copy number changes. For example in yeast, a mutation in de-ubiquitiniating enzyme *Ubp6* make cells more tolerant of aneuploidy [68]. Highly aneuploid tissue culture cells might be good models for some aneuploid states, such as those occurring in cancers, but selection for growth is powerful and these cells may not be suitable models for understanding generic dose responses.

In at least some cases, we believe that compensation has been over-estimated for technical reasons. Data compression in microarray-based studies contributes to over estimating dosage compensation especially at low expression levels where array responses are nonlinear [69–71]. This occurs despite strong efforts to estimate non-specific background hybridization. If stringent expression cutoffs are applied to array data used to measure compensation levels [10], the observed average compensation is approximately1.1-fold, the value we report here. Reanalysis of array data showing 1.4-fold compensation [8] with the same stringent method also results in 1.1-fold compensation. Early sequencing-based studies may have similarly over-estimated compensation. For example, the original RNA-Seq study of *Drosophila* S2 cells reported approximately 1.3 to 1.4-fold compensation [16], however, employing more advanced sequence aligners, copy number callers and improved gene annotation yields a 1.2-fold compensation value from the same raw dataset [15]. Unfortunately, some studies use reported summary values from papers as a baseline for comparing to new results from a different data analysis pipeline and/or discordant biological materials. This should be avoided. Making very small fold change measurements requires tight internal controls.

### Gene-by-gene compensation mechanisms

While dosage responses are often bundled together under terms like buffering or compensation, this does not mean that there is a single mechanism. We find clear examples of genes showing no compensation, indicating that transcript abundance for these genes is uncoupled from the expression changes occurring elsewhere in the genome. This is a surprising observation since transcriptional accumulation is the result of a chain of enzymatic reactions subject to general rules of kinetics, where the accumulation of final product levels is not a simple consequence of the dose of a single component, but rather the flux through the system [27, 72, 73]. Assuming that many of the components of this passive buffering will affect all genes, perhaps monotonically, it seems likely that modest compensation we observed along chromosome 2L is due, at least in part, to this mechanism. The cases of collapsed or over-compensation, are best understood as interruptions of active regulatory circuits.

### Compensation by regional de-repression

There has been debate about whether there is a regional response to reduced gene dose in *Drosophila* [8, 10, 12, 13]. In our analysis of chromosome *2L*, we found that most contiguous groups of genes showed different dosage responses. However, we also identified blocks of well-compensated or over-compensated genes in females. Interestingly, the chromatin domains resulting in superior compensation were repressive, with diagnostic LaminB and/or PcG enrichment. The PcG proteins can mediate pairing-dependent silencing [74], which has the counter-intuitive effect of increasing expression of one copy genes. We observed the same effect in some clusters of one copy genes in this study. Thus, some of the strongest compensation we observed is likely to be due to de-repression *in trans*.

Curiously, we observed this regional LAD and PcG dosage compensation response only in females. *A priori*, there should be no reason that de-repression should be female-specific. For example, we are aware of no reports of PcG paring-dependent silencing being restricted to females. Formally, it is possible that female-specificity is due to ascertainment bias. The small set of genes showing compensation in females was found in a subset of the *Dfs* analyzed. Those genes also tended to show male-biased expression. Chromosome 2L is especially enriched in genes with male-biased expression, so it is possible that genes with female-biased expression are repressed by a similar mechanism in males elsewhere in the genome. Additionally, we used domains defined by work in female tissue culture cells and non-sexed embryos [42–44] and compared these to adults. It is possible that the arrangement of domains in the adult fly could be significantly different and sex-biased. However, we did not observe blocks of high compensation in males regardless of information on chromatin state, making this scenario less likely. It also appears that there are sex-specific differences in the nature of heterochromatin in *Drosophila* [75], although the nature of these differences is not fully understood. Compensation by de-repression could be ovary-specific for example.

### Breakpoints

*Df.* breakpoints bring two regions of the genome together that are usually distant in the linear chromosome. This can result in transcription unit fusion as occurs in many cancers and has been especially well studied in immune cell tumors [76]. We observed only one such case in our analysis. *Df(2L)ED680/+* results in a fusion transcript of *taiman* and mini-*white* (a marker associated with the engineered deletion). Given that the deletions were made from insertions of P-elements, which have a preference for 5’ gene regions and promoter regions [77], the low frequency of genes fusion events may not be typical of all deletions.

It is also clear that some genes have enhancers and silencers located many kilobases from the promoter [78–80]. If these are common cases, then they should often be deleted at promoter proximal breakpoints while leaving the transcription unit intact. Additionally, the genome is organized into chromatin domains flanked by insulator sites, which could facilitate regional transcriptional control by "opening" or "closing" multi-gene segments of the genome [81]. Deficiency breakpoints we used delete thousands of insulator binding sites resulting in the creation of novel arrangements of insulator pairs, which should fuse many chromatin domains. If this creates a novel gene expression regulatory milieu, then transcription should be altered. However, our analysis indicates that, at least across ~ 20Mb of the genome we surveyed, the vast majority of the regulatory information is within the gene body or ~100bp upstream. This agrees with work where inversions were generated within neighborhoods of co-expressed genes, which failed to disrupt co-regulated gene expression in *Drosophila* [31]. However, this is in stark contrast to the studies on genes involved in early pattern formation, which show clear long-range regulatory interactions [82, 83]. This is also in contrast to the assumptions in many studies of 3D nuclear architecture, where long-range interactions that can be mapped, are assumed to be functional [84]. While it is quite clear that a definable nuclear architecture exists, and is likely critical for packaging long DNA molecules into the confines of the nuclear envelope, it is much less clear that this topology is required for gene regulation.

We have no evidence that the absence of long-distance interactions is due to ascertainment bias, but this is possible. The *Df* collection was made using recombination between insertions, but some targeted *Dfs* were not recovered (~25%). It is possible that these non-recovered *Dfs* disrupted long-range interactions resulting in dominant lethality [85]. Even if this is true, our data indicate that the many DNA topological domains and potential long-range enhancer promoter interactions we directly interrupted have minimal effects of transcript abundance. Only the regional effects of repressive domains appear to be an exception and these effects on genes flanking breakpoints were weak. This strongly suggests that much transcriptional regulation is local and is unlikely to be influenced by a particular chromosome domain structure or distant silencers and enhancers.

### Network interactions

We observed substantial changes in gene expression throughout the genome, not just in the hemizygous regions, and these are likely due to "error" propagation as is expected in a dynamic biological system. Propagation appears limited to the first few nodes in the network model, although substantial changes that are hard to link to the initial dose perturbation are also seen. That the primary two copy network neighbors of one copy genes change expression in response to reduced dosage of genes uncovered by deletions is unsurprising, since decades of work in *Drosophila*, has identified many dose-dependent enhancers and suppressors by screening with deletions. Such dominant genetic interactions are very valuable for finding near neighbors in genetic pathways. For example, much of what we learned about the germline sex determination pathway in *Drosophila* began with screens identifying pairs of interacting genes. The *sans fille* (*snf*) and *fl(2)d* loci show dominant interactions with *Sex-lethal* (*Sxl*) resulting in germline tumors [86, 87], and are now known to be components of the splicing machinery participating in *Sxl* autoregulation [88]. Similarly, screening *Df* heterozygotes for dominant interactions with *ovo*^*D*^ identified a number of interacting genes [89], including the direct Ovo target, *ovarian tumor* (*otu*) [55].

Our data suggests that expression profiling *Df/+* flies can identify candidate pathways and interactions with different *Df/+* altering distinct pathways in the adult. In many cases *Dfs* reveal tightly connected subnetworks of genes expressed in a particular tissue, such as the gonads, gut, or eyes. The precise genes that change expression are different between the sexes or genetic backgrounds. This suggests that in screening a *Df/+* kit for interactions control of background is important whether it occurs by crossing in test mutations, or inherent in the kit because of the diversity of backgrounds and labs that have contributed *Df* lines to the stock center over the decades. In addition, it is not necessarily expected that overlapping *Dfs* will show the same dose-dependent modifications, especially if they were generated in different screens, and even within the same background each *Df* results in a distinct propagation pathway. It may therefore be more useful to think of genetic interaction screens as probing pathways. Gene dose perturbation appears promising for understanding complex information flow in gene networks that may contribute to building better network models. This large solution space for network information flow poses a great challenge to our understanding of complex genotypes. Predictive models will be required.

## Materials and Methods

### Fly lines

*Drosophila melanogaster* were raised at 25°C on standard yeast/cornmeal medium (Fly Facility, University of Cambridge, UK) for *w*^*1118*^ isogenic flies, and on standard fly agar (Bloomington Drosophila Stock Center, Indiana University, IN) for *w*^*1118*^/*OregonR* hybrid flies. Virgin *w*^*1118*^ or modENCODE *OregonR* females were crossed to DrosDel strain males and the non-balancer flies were collected and aged for 3–5 days.

We used the following DrosDel lines: *Df(2L)ED105*, *Df(2L)ED1050*, *Df(2L)ED1054*, *Df(2L)ED108*, *Df(2L)ED1109*, *Df(2L)ED1161*, *Df(2L)ED1196*, *Df(2L)ED1200*, *Df(2L)ED1202*, *Df(2L)ED1203*, *Df(2L)ED1226*, *Df(2L)ED123*, *Df(2L)ED125*, *Df(2L)ED12527*, *Df(2L)ED1272*, *Df(2L)ED1303*, *Df(2L)ED1305*, *Df(2L)ED1315*, *Df(2L)ED1317*, *Df(2L)ED134*, *Df(2L)ED136*, *Df(2L)ED1378*, *Df(2L)ED1454*, *Df(2L)ED1466*, *Df(2L)ED1473*, *Df(2L)ED19*, *Df(2L)ED206*, *Df(2L)ED334*, *Df(2L)ED343*, *Df(2L)ED347*, *Df(2L)ED353*, *Df(2L)ED354*, *Df(2L)ED369*, *Df(2L)ED384*, *Df(2L)ED385*, *Df(2L)ED40*, *Df(2L)ED441*, *Df(2L)ED4559*, *Df(2L)ED4651*, *Df(2L)ED475*, *Df(2L)ED479*, *Df(2L)ED489*, *Df(2L)ED49*, *Df(2L)ED50001*, *Df(2L)ED690*, *Df(2L)ED695*, *Df(2L)ED700*, *Df(2L)ED7007*, *Df(2L)ED729*, *Df(2L)ED746*, *Df(2L)ED761*, *Df(2L)ED773*, *Df(2L)ED774*, *Df(2L)ED775*, *Df(2L)ED776*, *Df(2L)ED7762*, *Df(2L)ED777*, *Df(2L)ED778*, *Df(2L)ED779*, *Df(2L)ED784*, *Df(2L)ED7853*, *Df(2L)ED793*, *Df(2L)ED80*, *Df(2L)ED800*, *Df(2L)ED8142*, *Df(2L)ED8185*, *Df(2L)ED87*, *Df(2L)ED929*, and *Df(2L)ED94* were analyzed for both the hybrid (*w*^*1118*^/*OregonR*) and the isogenic (*w*^*1118*^) backgrounds. *Df(2L)ED1102*, *Df(2L)ED1231*, *Df(2L)ED21*, *Df(2L)ED243*, *Df(2L)ED247*, *Df(2L)ED250*, *Df(2L)ED270*, *Df(2L)ED279*, *Df(2L)ED280*, *Df(2L)ED284*, *Df(2L)ED285*, *Df(2L)ED292*, *Df(2L)ED299*, *Df(2L)ED3*, *Df(2L)ED320*, *Df(2L)ED33*, *Df(2L)ED499*, *Df(2L)ED501*, *Df(2L)ED508*, *Df(2L)ED548*, *Df(2L)ED578*, *Df(2L)ED5878*, *Df(2L)ED611*, *Df(2L)ED62*, *Df(2L)ED623*, *Df(2L)ED629*, *Df(2L)ED647*, *Df(2L)ED6569*, *Df(2L)ED678*, and *Df(2L)ED680* were analyzed only in the *w*^*1118*^ isogenic background, and *Df(2L)ED1004*, *Df(2L)ED632*, and *Df(2L)ED8186* were analyzed only in the *w*^*1118*^/*OregonR* hybrid background. 

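Over the region that *Df(2L)ED123* is said to delete, the median log2 ratio of each single fly of the hybrid background was 0.14, 0.21 and 0.20 in 3 females (20 genes, at least 1688779 counts per fly) and -0.004185, -0.05 and -0.03 in 3 males (24 genes). For *Df(2L)ED1050* it was -0.01 and -0.03 in the 2 females with at least 1103473 counts (33 genes) and -0.20 in the 1 male with 2931684 counts (63 genes). The remaining flies of *Df(2L)ED1050* had 33199 counts (0.85 in a female), 5406 counts (1.65 in a male) and 147753 counts (0.18 in a male). No fly of *Df(2L)ED611* was analysed here.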

*Df(2L)ED1050*, *Df(2L)ED123*, and *Df(2L)ED611* showed no clear reduction in hemizygous gene expression raising the possibility that they are not deletions, and complemented multiple mutations in genes that should be deleted. We conclude that these three lines are incorrectly identified in the collection. We removed these from the compensation analysis, although inclusion/exclusion of these *Dfs* did not significantly alter overall compensation values at the rounding levels reported here. 

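With the females of *Df(2L)ED123* included, the mean compensation in females of the hybrid background was 1.05, beside 1.04 without them. S1 File lists no males of *Df(2L)ED123* and no flies of *Df(2L)ED1050*, so their inclusion was not tested.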

Data from these *Dfs* is included in the GEO entries.

### RNA-Seq molecular biology

Preparation of RNA sequencing libraries for the *w*^*1118*^ isogenic background: flies were mixed with 3mm tungsten carbide beads (Qiagen, West Sussex, UK) and 500μl RNAlater solution (Life Technologies, Grand Island, NY, USA) then homogenized using a Qiagen Tissue Lyser II (Qiagen, West Sussex, UK) for 90 seconds. RNA isolation was performed using the RNeasy 96 kit (Qiagen, Valencia, CA, USA) according to the manufacturer's guide (Protocol for Isolation of Total RNA from animal cells using QIAvac96 vacuum manifold, Cat#19504) except that instead of mixing 150μl of lysis buffer and 150μl of 70% ethanol, 150μl of lysis buffer, 120μl of 100% ethanol and 30μl of the homogenate in RNAlater were used. RNA was quantified using the RiboGreen kit (Life Technology, Grand Island, NY, USA). 100ng of total RNA was used to prepare libraries based on the half-size reaction protocol from the standard Illumina guideline using the TruSeq RNA sample preparation kit v2 (set A and B, Cat # RS-122-2001 and Cat # RS-122-2002, San Diego, CA, USA). 10pg (336 samples) or 500pg (60 samples) of External RNA Controls Consortium RNAs were spiked in during the RNA fragmentation step [90]. These defined pools of RNAs were transcribed from the plasmids of the Standard Reference Material 2374 (Pool 78A and 78B), obtained from National Institute of Standards and Technology (Gaithersburg, MD, USA). RNA-Seq was carried out on a HiSeq 2000 (Illumina, San Diego, CA, USA)

Single, 3–5 day post-eclosion adult male or female flies were collected and crushed in 100μl of RNAlater (Life Technologies, Grand Island, NY). Biological samples were prepared in triplicate and crushed files were frozen at -80°C for long-term storage. A Mini-BeadBeater 96 and 1mm glass beads (Biospec Products, Bartlesville, OK) were used to homogenize flies as follows: 100μl of beads were mixed with the flies in RNAlater in 1ml Axygen 96 well plates (Corning, Union City, CA) and homogenized for 1min (repeated three times) with 2min on ice between homogenization rounds. The RNAlater solution was diluted and tissues were lysed in 600μl of RLT buffer (Qiagen, Valencia, CA) following homogenization. RNA extraction was performed using RNeasy 96 kits (Qiagen, Valencia, CA) according to the manufacturer's handbook (Protocol for Isolation of Total RNA from Animal Cells using spin technology, Cat#19504). Quant-iT RiboGreen (Life Technologies, Grand Island, NY) was used to quantify RNA before library preparation.

400ng of total RNA from the hybrid background flies in 50μl nuclease-free water were mixed with 50μl Dynabeads Oligo(dT)-25 slurry (Life Technologies, Grand Island, NY), which was pre-rinsed and 2:5 diluted with Binding Buffer (20mM Tris-HCl pH7.5, 1.0M LiCl, 2mM EDTA), and incubated at 65°C for 5min. Samples were cooled on ice for 1min. The bead-RNA complex was incubated at room temperature for 15min. Beads were collected using a magnetic stand, and rinsed with 200μl of Washing Buffer (10mM Tris-HCl pH7.5, 0.15M LiCl, 1mM EDTA) with agitation (1min at 1,000rpm with Thermomixer, Eppendorf, Hauppauge, NY). Beads were collected again and poly A^+^ RNA was eluted with Elution Buffer (10mM Tris-HCl pH7.5) at 80°C for 2min. poly A^+^ RNA was rebound to the beads by adding 50μl of Binding Buffer and rinsing as above. RNA was eluted from the beads with 16μl of Fragmentation Buffer (1:4 dilution of 5X First Strand Buffer from Protoscript II (New England BioLabs, Ipswich, MA), 500ng of random primers (Life Technologies, Grand Island, NY), and 10pg of External RNA Controls Consortium spike-ins from National Institute of Standards Technology) at 94°C for 6min. 

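In the deposited counts of the hybrid background the spike-in transcripts took between 0.0295% and 0.94% of the reads on genes and spike-ins in the female flies used (median 0.0984%) and between 0.048% and 1.21% in the male flies (median 0.125%). Over all mapped flies the highest share was 1.51% in females and 71.7% in males.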

Pool 78A of Standard Reference Materials 2374 was used as a spike-in [33, 90]. Any residual beads were removed using a magnetic stand. Reverse transcription was carried out using 100 units of Protoscript II reverse transcriptase, 5mM DTT, and 625uM dNTPs (Enzymatics, Beverly, MA) with 10 units of SuperRase-in (Life Technologies, Grand Island, NY) at 25°C for 10min, 42°C for 50min, and 70°C for 15min. The DNA-RNA hybrid was cleaned up by incubating with 1.9 volumes of MagNA beads [91], and a 0.85 volume of ethanol for 15min at room temperature. The DNA-RNA-bead complexes were collected using a magnetic stand, beads were rinsed twice with 200μl of 80% ethanol and air-dried for 5min. DNA-RNA hybrids were eluted using 16μl of Elution Buffer. A strand-specific protocol for second strand synthesis was used as follows: 2.5 units of RNase H, 10 units of DNA polymerase I in 1X Blue Buffer, 10mM DTT, 0.5mM each dATP, dCTP, and dGTP (all from Enzymatics) and 1mM dUTP (ThermoFisher Scientific, Waltham, MA, 1mM final) were added to the first strand synthesis and incubated for 5 hours at 16°C. The double strand DNA products were rinsed with MagNA beads as described above. cDNA was eluted with 16μl of Elution Buffer and the same para-magnetic beads were retained for the next purification steps. DNA was end repaired using NEBNext End Repair Module (New England BioLabs) according to the manufacturer’s protocol in a 20μl volume, 1.9 volumes of XP buffer [92] added and the adenylated DNA was eluted with 10μl of Elution Buffer. 1μl of 24 differently indexed TruSeq v2 kit adapters (Illumina, San Diego, CA) were added to the eluate in 24μl ligation solution with T4 DNA ligase (Rapid) (Enzymatics, Beverly, MA) and incubated for 20 min at 20°C. The ligation was stopped by adding 8μl of 0.03M EDTA and DNA cleaned with 24μl of XP buffer as described above. DNA was eluted with 30μl Elution buffer, which was subjected to an additional clean-up with 1 volume of XP buffer. Final elution was done with 12μl of Elution Buffer. In order to remove dUTP incorporated strands of DNA, 5 units of Uracil DNA Glycosylase (New England BioLabs) were added and incubated at 37°C for 30min. PCR reactions were performed with 1.5μl of 10μM P5 and P7 primers (Sequences from Illumina were synthesized by Integrated DNA Technology, Coralville, IA). 2X KAPA HiFi HotStart DNA polymerase (KAPA biosystems, Wilmington, MA) was used in 30μl reactions. PCR parameters were 98°C for 45sec; 14 cycles of 98°C for 15sec; 60°C for 30sec; and 72°C for 30sec followed by 72°C for 5min. The amplified DNA was purified with 1 volume of MagNA beads. Libraries were quantified with Quant-iT PicoGreen (Life Technologies) and sequenced on an Illumina HiSeq 2000 (Illumina).

### RNA-Seq data analysis

Base-calling used CASAVA version 1.8.2 (Illumina, San Diego, CA, USA) and the short reads were mapped onto the *Drosophila* reference genome (Release 5, with no “chrU” and “chrUextra” scaffolds) using TopHat 2.0.11 [93] with -g 1 and -G options. An annotation file from FlyBase (5.57) was provided in the mapping process. Cufflinks 2.2.1 [94] was used to measure gene expression levels in Fragments per Kilobase per Million mapped reads (FPKM), using -G, -b, and -u parameters. FPKM values from intergenic regions were measured as described in [14]: these were used to determine expression cutoff levels as 0.6829118 for the isogenic background and 0.8140542 for the hybrid genetic background. HTseq 0.6.1p1 [95] was used with default settings but with the matching strand information to obtain raw reads counts at the gene level. Differential gene expression was assessed with “voom” in the R limma package [96] as in the referenced paper except we filtered based on intergenic FPKM values as above. We also filtered genes that have less than 1 reads from more than 50% of samples for our analysis. TMM (Trimmed Mean of M values)-scale normalization was performed using edgeR [97] to determine effective library size for the voom analysis. For differential expression analyses, replicates from one genotype were compared to those from all other genotypes in the same sex and genetic background. In determining genes with male- or female-biased expression patterns (**Fig 5E**), the same procedures as above were followed, but compared all males to all females from the isogenic genetic background. Benjamini-Hochberg multiple hypothesis correction of the *p* values was used throughout the manuscript, and adjusted *p* values less than 0.05 were called to be significant changes. FPKM values for the spike-ins were separately determined as abundant transcripts influence estimation of gene expression. In the calculation, the number of reads from both genes and spike-ins, not solely from spike-ins, was used as the denominator of FPKM to infer the lowest detectable expression levels of genes. In describing gene expression changes, expression values for genes that produce polyA^+^ mRNA in the gene model were reported, since we followed a poly-A purification protocol. 

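Of 111 histone genes in the deposited counts, 88 in females and 43 in males had enough reads to measure a spread in the hybrid background. The median standard deviation of their log2 CPM across the 80 flies of each sex was 1.03 in females and 0.838 in males, and the median standard deviation of other genes at the same level was 1.23 and 0.967. The standard deviation of a histone gene was above that of genes at the same level for 14 of 88 genes in females and 0 of 43 in males. Histone genes took between 0.00455% and 0.0563% of the gene counts per fly in females and between 0.00268% and 0.0114% in males. Residual rRNA was not analysed here.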

For example, expression of histone transcripts were detected, but the values were highly variable between libraries due to their lack of poly-A tails, and essentially followed the values of residual rRNAs in the sequencing libraries [98]. Expression results presented were robust to normalization methods used in different bioinformatics tools (FPKM, DESeq, and TMM). 

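With DESeq2's size factors in place of TMM, the median log2 ratio of 1 copy genes in the hybrid background was -0.92 in females and -0.93 in males, and with log2(FPKM + 0.1) it was -0.91 and -0.91, beside -0.92 and -0.92 with TMM. With log2(FPKM + 1) it was -0.80 in each sex, and the mean compensation was 1.136 in females and 1.144 in males. The mean compensation with log2(FPKM + 0.1) was 1.024 in females (permutation p = 0.33) and 1.024 in males (permutation p = 0.24), which no longer passed a threshold of 0.05. The number of 2 copy genes called in at least 1 line was 5259 in females and 5874 in males with DESeq2's size factors, beside 5185 and 5898.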

The Expectation-Maximization method was used to identification of the fully compensated group of genes in Fig 4 using “mclust” package in R [99]. In the analysis, two ellipsoidal distributions of equal orientation, “EEE”, were used as models for the clustering algorithm.

TopHat was used to identify fusion transcripts. Potential fusion transcripts that have at least 15 bp long anchor sequences were surveyed. For intra-chromosomal fusion events, we investigated potential fusion transcripts with more than 683 bp distances between juxtaposed regions based on the shortest length of *Dfs* (—fusion-anchor-length 15 and—fusion-min-dist 683 parameters).

The RNA-Seq data showed excellent biological replicate profiles (Pearson's *r* >0.9) in all 396 isogenic samples (**Fig 10A**). However, 10% outliers were observed in the single fly profiles and all samples where Pearson's *r* <0.9 were removed, the two duplicates with the highest correlation were used. 

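A total of 411 pairs of hybrid flies of the same genotype and sex had a median Pearson's *r* of log2(FPKM + 1) of 0.94 (lowest 0.228), and 77 pairs (18.7%) had an *r* under 0.9. Of the 411 flies with another fly in their group, 46 (11.2%) had no partner with an *r* of 0.9 or more, and 37 of those 46 had under 500000 counts. The pair with the highest *r* of each group in S1 File had an *r* of at least 0.923 (median 0.957). In 80 of 80 groups the mean of this pair lay closer to the values of S1 File than any other pair of the group did.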

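In the 80 female flies used from the hybrid background, *roX1* had a median of 4.52 CPM (range 0.339 to 88.3) and *Yp1* a median of 17400 (3620 to 48800). In the 80 male flies *roX1* had a median of 1590 (891 to 2310) and *Yp1* a median of 22.6 (4.39 to 521). The log2 ratio of *roX* to *Yp1* counts lay between -14.0 and -7.82 in females and between 0.914 and 8.59 in males, without overlap. Over all 412 mapped flies 14 had a ratio on the side of the other sex, 3 of them with at least 500000 counts.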

The sexual identify of a sample is self-reported in the expression profile (**Fig 10B and 10C**). Detection of low-level gene expression is complicated by the contributions of noise, which vary between libraries. To mitigate this problem reads from intergenic regions were measured (trimmed to account for variation in transcription start and stop sites) and the 95th percentile determined as a low expression cutoff (**Fig 10D**). While some of this intergenic expression may be due to strain-specific transcripts or un-annotated genes, much is likely to be due to noise such as ectopic Pol-II initiation, inclusion of contaminating genomic DNA, sequencing, and/or mapping errors. Ratios and data compression measurements are critical for dosage compensation analysis. Pools of ERCC controls were used in each sample library to produce 1.5:1, 1:1, and 1:1.5 ratios across a > 2^15^ input concentration range (**Fig 10E**). Ratio measurements show a clear increase in scatter when input was low. However, even at very low input, there was only modest compression, and no evidence of compression in the useful range for this work.

**Fig 10:**
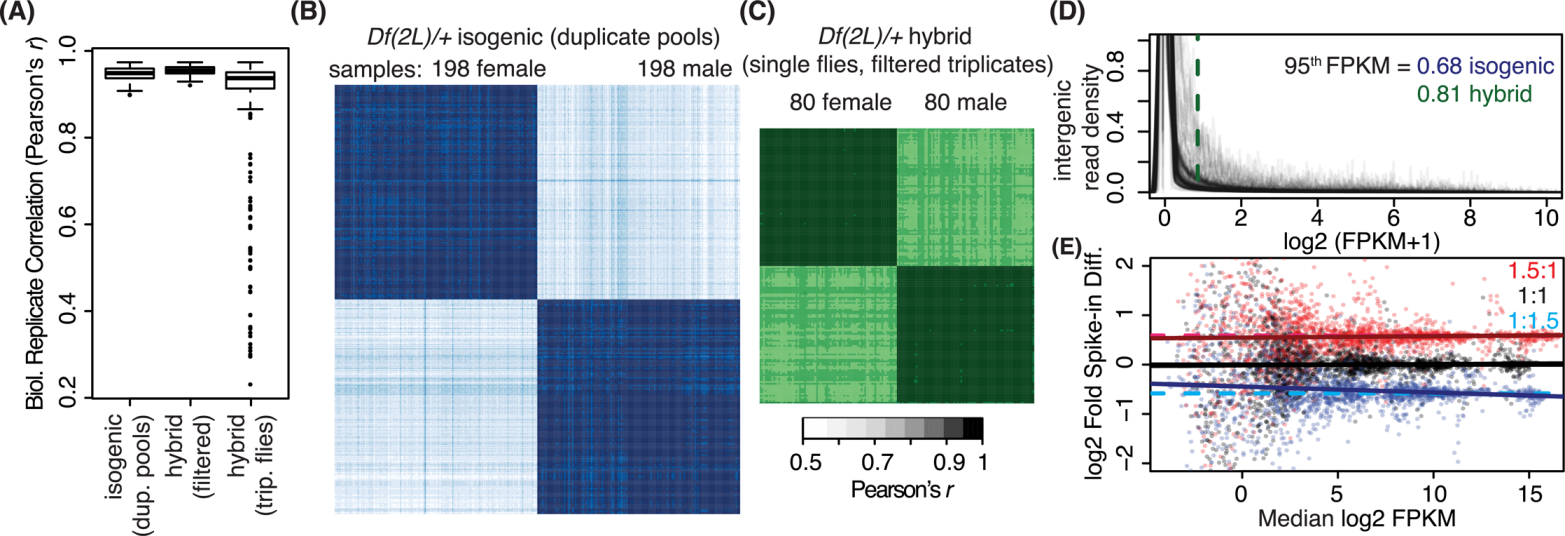
Replicate reproducibility in RNA-Seq results and determination of gene expression cutoff. A) Box plots that display distribution of Pearson’s correlation coefficient (*r*) between experimental replicates. The second and third boxes demonstrate *r* values between replicates from the hybrid genetic background, where the second one is after filtering at *r* < 0.9. B, C) All sample-to-all sample pairwise comparisons. The opacity of color indicates Pearson’s *r* as illustrated in the key. D) RNA-Seq signals from intergenic regions are collectively overlaid as density plots across signal in FPKM. Median of the top 95 percentile in the distribution is indicated (dotted lines). E) Signals from ERCC spike-ins. A pair of spike-in sets is composed with known amount of RNA species that have either 1:1 or 1:1.5 ratios between libraries. In the plot, the black horizontal line indicates expected fold difference from the subpool of spike-in RNAs that have 1:1 ratio between the pair. Red and Blue horizontal line show the expected fold differences from subpools of external RNA that have 1:1.5 ratios. Red, Black, and Blue points indicate the actually measured ratio of each spike-in RNA species after normalization, at different abundances of gene expression (x-axis). Dot lines are trend lines from linear modeling.

### Data access

The gene expression profiles generated in this study are available in GEO with accession numbers of GSE61509 (isogenic genetic background) and GSE73920 (hybrid genetic background).

## Supporting Information

S1 File Gene expression in *Df/+* flies. Tab-limited text files contain log2 gene-level expression relative to the global reference. Genes are by Flybase IDs. Genotypes are abbreviated by removing the suffix *Df(2L)*.
(ZIP) Click here for additional data file.

S2 File Significant differential gene expression in *Df* lines. Adjusted *p* values for gene expression in a tab-limited text format. Formated as in S1 File.
(ZIP) Click here for additional data file.

S3 File Propagation of gene expression changes in a network space. Movie displaying gene expression changes in the isogenic background (left), and hybrid genetic background (right) superimposed on an integrated gene network model [48]. Genes up-regulated (red) or down-regulated (green) are shown. Genotypes, and sexes are indicated.
(MP4) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

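The authors deposited, for each of 417 single flies of the hybrid background, the number of reads that HTSeq counted on each gene and on 96 spike-in transcripts, and these counts carry no normalization. The authors deposited in the same way the FPKM values that Cufflinks estimated for 17068 genes in each fly. Whether each file holds the unit its name says was checked before any comparison was made. Gene coordinates are those of the Release 5 genome. No sequence reads were processed here, and the isogenic background, the chromatin domains, the gene network and the tissue data were not analysed here.

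The flies were placed in groups by the genotype and sex in their labels, and 5 flies whose line the paper lists for the other background only were left out. Within each group of S1 File the 2 flies with the highest Pearson's *r* of log2(FPKM + 1) were used, as the paper describes, and each result was also computed over all mapped flies. Reads counted on genes ran from 1676267 to 26241140 per fly in the 160 flies so chosen (median 3860836), and from 1319 to 59520461 over all mapped flies. *Df(2L)ED123* and *Df(2L)ED1050*, which the paper calls misidentified, were left out of the results on gene dose.

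The limits of the deletions were read from Fig 1A at 20.6 kb per pixel and calibrated on the limits that the legend of Fig 3 states. The largest error left at those limits was 2.5 kb. Since the same limits set the calibration, the error at all other limits was not measured and may be larger. Of the bars, 89 could be read and 12 were too short to read. Genes within 10 kb of a limit were left out. Log2 CPM used TMM factors of edgeR and a pseudocount of 0.5. Genes with a median FPKM of at least 0.8140542 and at least 1 read in at least 50% of the flies were kept. Differential expression used limma voom, with each line against the flies of all other lines of the same sex, and Benjamini-Hochberg adjustment within a line. P values of medians, slopes, correlations and distributions come from 100000 permutations or sign flips, of lines wherever the measure has 1 value per line. Some lines delete overlapping regions, and the tests over lines make no allowance for that.

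The genes named in the text were set by a rule. They are every gene that the paper names in a sentence on the hybrid background, the sex markers, the histone genes as a class, for *Df(2L)ED136/+* in each sex the 5 2 copy genes with the largest change among those with an adjusted p under 0.05 and both flies on the same side, and for each sex the 5 2 copy genes called in the most lines. The other genes drawn in Fig 9D were computed and are not listed one by one.

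The alternatives were edgeR's quasi-likelihood test and DESeq2 in place of limma voom, DESeq2's size factors, log2(FPKM + 0.1) and log2(FPKM + 1) in place of TMM-normalized counts, other expression cutoffs, other margins at the limits, all flies in place of 2, leaving out each replicate number in turn, and the replicate number as a block. A depth minimum of 500000 counts, a single model with a mean for each line, and reference flies from the same set of libraries were added after the data had been seen. The division of libraries into 2 sets at 10% of reads on no feature was also chosen after the shares had been seen, in a gap between 6.37% and 11.2% of the group medians.

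The methods were tested on simulated data. With a ratio of 0.55 put into the deleted genes (log2 ratio -0.86), the median recovered was -0.81 in females and -0.84 in males and the mean recovered -0.84 and -0.86. With 200 genes changed 2-fold in 1 female line, limma voom recovered 50.0% and 31.5% of its calls were false, and edgeR's quasi-likelihood test recovered 45.0% with 5.26% false. In 1 male line the corresponding values were 54.5% with 21.6% false and 47.0% with 6.0% false. With 4-fold changes limma voom recovered 67.0% in a female line and 72.5% in a male line, with 4.29% and 2.03% false. In the same lines edgeR's quasi-likelihood test recovered 78.5% and 79.5%, with 3.09% and 5.92% false.

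The tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.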

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

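None of the tests of explanations below was chosen only after its result was seen, and each explanation is a hypothesis.

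The hybrid background holds groups of flies that S1 File does not list, and the 1 copy genes were reduced there too. The median log2 ratio was -0.9485 in females (22 of 23 lines below the 2 copy genes) and -0.926 in males (23 of 24 lines). Low depth was tested with the flies that had at least 500000 counts, and the medians were then -0.9485 in females (below 0 in 21 of 21 lines) and -0.9465 in males (below 0 in 24 of 24 lines). A property of the deleted regions in these libraries was tested with genes deleted in other lines outside S1 File, whose median log2 ratio was -0.008994 in females and -0.0006052 in males. Neither test accounts for the reduction. A response to gene dose in these lines, as in those of S1 File, is consistent with these values. Contamination and mislabelled flies were not tested for each of these groups.

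The response to a deletion differed between the sexes for 72 2 copy genes and lines, by a term for the difference fitted with limma voom and an adjusted p under 0.05. They fell in 8 of 27 lines, and 54 of them in *Df(2L)ED8185/+*. RNA of the other sex in the libraries was tested by the share of genes with strongly sex-biased expression. This share was 19.4% among the genes that differed and 4.36% among all genes tested. Only genes above the expression cutoff in both sexes were fitted, which limits how many such genes could appear. The test therefore cannot exclude RNA of the other sex. A difference in library preparation between the sexes of a line was not tested, so a biological difference cannot be told apart from it. The number of such genes ran from 33 to 146 when each replicate number was left out in turn.

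In *Df(2L)ED8142/+* 2 genes whose difference between the sexes could not be tested moved in opposite directions in the sexes in every fly. The log2 ratio of *CG18284* was 0.7381 in females and -1.21 in males, and that of *w-cup* was 0.5659 and -1.39 (n = 2 flies each). The difference between the sexes was not tested for these genes, since both are below the expression cutoff in females. *CG31872*, in the same region and above the cutoff in females, was also opposite in every fly (0.32 and -0.80), and its difference between the sexes was tested and did not pass (term -1.11, standard error 0.88, adjusted p = 1.0 in limma voom). Low expression in females is a candidate explanation for the 5 genes of this region that the paper names as over-compensated in females. Their mean log2(FPKM + 1) ratio in females was 0.1524, within the standard deviation of 0.33 among the reference females. In counts, 16 of 76 reference females lay above the mean of *Df(2L)ED8142/+*. RNA of males in the female libraries also remains as an explanation, because other genes with strongly male-biased expression had a median log2 ratio of 0.8172 in these females, the fourth highest of 40 lines. The direction in females therefore cannot be told apart from either.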

How the results depend on the processing

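The settings with at least 500000 counts per fly, with a single model that has a mean for each line, and with reference flies from the same set of libraries were chosen after the data had been seen, and all others before the data were examined.

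Over 22 results and 339 values under an alternative, 282 kept their direction and their side of the threshold or stayed within the spread set for a value with no test, 7 became weaker, 6 stronger, 23 changed direction and 21 counts or values moved. The reduction of 1 copy genes kept its direction and threshold in both sexes under every alternative run (medians from -0.94 to -0.80 in females and in males), as did the correlation of the sexes (from 0.27 to 0.48) and *CG18600* in *Df(2L)ED136/+* (log2 fold change from 1.13 to 1.41 in females and from 1.31 to 1.45 in males). Among 69 single genes named in the text, 850 of 938 values stayed the same, 30 became weaker, 40 stronger and 18 changed direction. Except where a value shows it, the cause was not tested. S1 File lists *Df(2L)ED123* in females only and *Df(2L)ED1050* in neither sex, so including these lines where listed could not change a value of males or the correlation of the sexes.

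The mean compensation in females was 1.049 with all flies of the groups in S1 File, 1.024 with log2(FPKM + 0.1) and 1.034 with a margin of 25 kb, and no longer passed the threshold in any of these. It ran from 1.031 to 1.065 across the 3 fits that each left out 1 replicate, and passed only without replicate 2. In males it was 1.024 with log2(FPKM + 0.1), which did not pass, and from 1.064 to 1.102 across those 3 fits, of which the lowest did not pass. The highest values, 1.136 in females and 1.144 in males, came with log2(FPKM + 1).

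The slope on expression level was close to 0, and its sign changed with DESeq2's size factors (0.000206), with no margin (0.001201), with the females of *Df(2L)ED123* included (0.0004525) and with reference flies from the same set of libraries (0.001011). It passed the threshold as a negative slope with log2(FPKM + 1) (-0.07103), with no FPKM cutoff (-0.03461) and with the cutoff reached in at least 2 flies (-0.03476). The slope on deletion length ran from -0.161 to 0.05271 per Mb across the 3 fits that each left out 1 replicate. The distance between the distributions of the sexes was 0.07447 with all mapped flies and from 0.03159 to 0.05926 across those 3 fits, and passed the threshold in the first and at the upper end of the second.

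The difference in spread between near and far flanks was close to 0. In females its sign changed with no FPKM cutoff (0.001632) and with reference flies from the same set of libraries (0.009327). Across the 3 fits that each left out 1 replicate, the female difference ran from -0.06809 to -0.00495. In males it changed with flanks of 10 to 50 kb against 50 to 400 kb (-0.00797), with the pair chosen by log2 counts (-0.00564), with a median FPKM of at least 5 (-0.004618) and with at least 500000 counts (-0.000231), and it ran from -0.001504 to 0.02697 across the 3 fits that each left out 1 replicate.

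With the replicate number as a block, the difference between near and far flanks in males was -0.002753, the only change of direction that the block made among the results that are not single genes. The numbers carry no pairing that could be detected, since flies with the same number in different lines had a mean correlation of 0.000758 in females and 8.13e-05 in males, beside 0.000364 and 0.00243 for different numbers (permutation p = 0.92 and 0.56). Under the block the count of changed genes was 4760 in females and 5758 in males.

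The count of 2 copy genes called in at least 1 line was 8063 in females with all mapped flies and 8658 in females and 9707 in males with a single model for all lines. It ran from 3938 to 5005 in females and from 3559 to 5270 in males across the 3 fits that each left out 1 replicate. In *Df(2L)ED136/+* females the count was 3 with edgeR's quasi-likelihood test, 3 with all mapped flies, 3 with DESeq2, 2 with the pair chosen by log2 counts, 2 with no FPKM cutoff, 37 with a single model for all lines, and from 1 to 5 across those 3 fits. In males of that line it was 10 with edgeR's test, 13 with all flies of the groups in S1 File, 8 with all mapped flies, 13 with a median FPKM of at least 5, 7 with DESeq2, 149 with a single model and from 1 to 10 across those 3 fits. The share of raised genes in males fell below 50% with edgeR's test (47.29%), all flies of the groups in S1 File (42.68%), a median FPKM of at least 5 (47.48%) and reference flies from the same set of libraries (43.84%), and was 64.2% with a single model. It ran from 31.24% to 40.62% across those 3 fits.

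The difference of the ACX cluster in *Df(2L)ED775/+* was 0.1272 with at least 500000 counts, 0.04306 with log2(FPKM + 1), and from -0.355 to 0.2652 across the 3 fits that each left out 1 replicate. *nub* changed direction in *Df(2L)ED776/+* females with edgeR's test (0.04793), and in males with all flies of the groups in S1 File (-0.4542), all mapped flies (-0.4314) and at least 500000 counts (-0.481). Across the fits that each left out 1 replicate, *nub* ran from -0.7464 to 0.2934 in *Df(2L)ED776/+* females, -1.266 to 0.2535 in males, -0.3334 to 1.603 in *Df(2L)ED777/+* females and -0.1559 to 1.031 in *Df(2L)ED778/+* females, *Sidpn* from -0.1254 to 0.2029 in *Df(2L)ED1200/+* males and -0.02753 to 0.4556 in *Df(2L)ED1202/+* females, *ACXE* from -0.7822 to 0.3076 in *Df(2L)ED775/+* males and -0.7585 to 0.1617 in *Df(2L)ED777/+* males, and *CG18302* from -0.4451 to 1.849 in *Df(2L)ED8142/+* females. *RpL30* in *Df(2L)ED1202/+* females was -0.03432 with edgeR's test, -0.003893 with all mapped flies and -0.3 with reference flies from the same set of libraries. Most of these genes have low counts, and with 2 flies in a line the depth limits the direction of such genes.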

Differences from the paper's values

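No test was chosen after the differences below were seen.

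For 1 copy genes, Pearson's second coefficient of skewness was -0.0829 in females and -0.141 in males, against the paper's 0.07 at the low end of its range over sexes and backgrounds. Of 18 alternatives set before the data were examined, 2 brought the female value within the spread of resampled lines around the paper's, 0.0169 with no FPKM cutoff and 0.0233 with the cutoff reached in at least 2 flies, and 2 did so in males, 0.052 without replicate 1 and 0.0143 without replicate 3. The others did not. For 2 copy genes the coefficient was -0.0547 in females and -0.137 in males, against the paper's 0.01, and none of the 18 alternatives closed the gap (from -0.116 to -0.0398 in females and from -0.18 to -0.0796 in males).

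The Kolmogorov-Smirnov D between the 1 copy distributions of females and males was 0.0226, against the paper's 0.051 for the hybrid background. Of 17 alternatives set before the data were examined, 7 gave a value less than 1.5 times apart from the paper's, 0.0403 with all flies of the groups in S1 File, 0.0745 with all mapped flies, 0.0593 without replicate 1, 0.0462 without replicate 3, 0.0363 with no FPKM cutoff, 0.0351 with the cutoff reached in at least 2 flies and 0.0345 with the females of *Df(2L)ED123* included. The others did not. Of these 7, only 0.0403, 0.0593 and 0.0462 lay within the spread of resampled lines (SD 0.0111) around the paper's value.

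The slope of the log2 ratio of 1 copy genes on log2 FPKM was -0.000101, against the paper's value of about 0.02 in Fig 2B, read by eye. None of the 17 alternatives set before the data were examined closed the gap (from -0.071 to 0.0012). Within the libraries with a high percent of reads on no feature, a division chosen later, the slope was 0.0174 (901 values), near the paper's. Within the others it was -0.00859 (1565 values).

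The paper states that each gene made single copy is accompanied by many significant changes elsewhere. It names no background for this, while only the hybrid background was counted here, so the 2 are not the same measure. The median number of calls per 1 copy gene of a line was 0.5 in 35 female lines and 0.143 in 37 male lines. At least 10 were reached in 3 female lines and 1 male line. Over these lines together the number was 5.84 in females and 3.01 in males. Lines whose deletion was too short to read have no such value. Their calls ran from 3 in *Df(2L)ED369/+* females to 1728 in *Df(2L)ED929/+* males. The paper states that, globally, changes in both directions were nearly equal in number. In the hybrid background here 68.5% of the changes of 2 copy genes in females were raised, and 55.4% with edgeR's quasi-likelihood test. Pairs of female flies drawn from different lines gave 95.1% raised calls, so the comparison itself may raise the female share. In males the share was 51.4%, and from 31.24% to 64.2% over the alternatives. The paper describes histone genes as highly variable between libraries. Here their median standard deviation was 1.03 in females and 0.838 in males, beside 1.23 and 0.967 for other genes at the same level.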

Other observations

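The tests on the share of raised genes in drawn pairs, on the library set of the lines that raise the same genes, and on the calls of lines in the high libraries with reference flies of their own set were chosen only after the results were seen, and the bands that decided the tests on egg shell genes and on strand in females were added after seeing the values.

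The 59 groups of libraries with a high percent of reads on no feature differ from the other 79 in which genes they count. Genes that overlap a gene with at least 10 times more counts on the opposite strand had a median log2 ratio of 2.54 in females between the sets (281 genes) and 1.4 in males (225 genes), beside 0.0221 and -0.0977 for genes that overlap such a gene on the same strand only, and -0.0624 and -0.043 for genes with no overlap. Reads of both strands counted in the high libraries are a candidate explanation. Since a line falls almost always in a single set, the set and the deletion cannot be told apart for such genes.

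The 2 copy genes called in the most lines were *CR45397* (10 lines), *CR44049*, *CR44155*, *CR44910* and *CR45396* (8 lines each) in females, and *CR44021* and *pncr014:3L* (9 lines each), *CG43885*, *CR43903* and *CR44095* (8 lines each) in males, raised in each of those lines. All 11 female lines and all 10 male lines that raise any of them belong to the high libraries (Fisher's exact p = 1.4e-05 and 1.2e-06), and 4 of the 5 in each sex overlap a more highly counted gene on the opposite strand. In these lines the median log2 ratio of counts was 4.75 in females and 4.29 in males, and that of log2(FPKM + 1) was 1.33 and 0.576. The smaller change in FPKM is consistent with counting by strand in males and leaves it open in females. RNA of the other sex was tested by the mean log2 ratio of the other sex's genes, which differed by -0.0901 in females (permutation p = 0.68) and 0.355 in males (permutation p = 0.052), so that it did not account for the pattern in females, while a part played by RNA of females in the male lines is not settled.

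Lines in the high libraries had more 2 copy calls, with a median of 50.5 in females and 50.0 in males beside 5.5 and 5.5 in the others (permutation p = 0.0095 and 0.022). With reference flies of the same set the medians in the high libraries were 10.0 and 1.5, beside 9.0 and 4.5 (permutation p = 0.56 and 0.094), so that a reference mostly from the other libraries may account for the difference. Many single calls changed, since 4746 of 6599 calls in females and 5137 of 6935 in males were found again among the 6586 and 6449 calls made with these reference flies. The lines with the most calls remained so, with 3702 in *Df(2L)ED1054/+* females and 3513 in *Df(2L)ED632/+* males, so the library set does not account for the concentration of calls in a few lines.

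Groups of 2 flies drawn from different lines show what the test gives without a shared deletion. The 29 drawn pairs had a median of 2 calls in females (highest 90) and 0 in males (highest 216), and 10 female and 6 male lines exceeded every drawn pair (permutation p of the mean rank 0.0008 and 2e-05). *Df(2L)ED123/+*, whose stated deletion showed no reduction, is among these female lines with 213 calls, so an excess over drawn pairs is not by itself an effect of the stated deletion. Lines and drawn pairs were not compared within each set of libraries. Lines in the high libraries had more calls, so the set may contribute to this excess. For *Df(2L)ED1054/+* females and *Df(2L)ED632/+* males, 1 of 30 groups had as many calls, the line itself. For *Df(2L)ED136/+* it was 20 of 30 groups in females and 3 of 30 in males, and with all mapped flies 8 of 21 and 5 of 21. The 2 female groups of 3 drawn flies with the most calls each hold a fly with the markers of males (27101 and 2304227 counts), so that 8 of 21 may be too high. The female number with 2 flies is within what drawn pairs give. The male count with 2 flies rests on 2 drawn pairs, and 1 of these had an *r* of 0.871 and a fly with 486152 counts, lower than any pair used, so that the comparison is not settled in males. Sequencing depth did not account for the concentration of calls, with a Spearman's rho of -0.283 in females (permutation p = 0.076; Pearson's *r* -0.262, permutation p = 0.1, -0.295 without the 2 farthest lines) and -0.161 in males (permutation p = 0.32; *r* -0.126, permutation p = 0.44, -0.273 without the 2 farthest lines). Another share of tissue with sex-biased expression was tested in the lines with many calls by the median female to male log2 ratio of raised genes minus that of lowered genes. It was -1.11 in *Df(2L)ED1054/+* females and 6.76 in *Df(2L)ED929/+* males, where such a share may account for many calls, and 0.356 in *Df(2L)ED632/+* males, where it does not.

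More genes were raised than lowered in most lines. In the drawn pairs 95.1% of 409 calls in females and 78.9% of 446 calls in males were raised, with more raised than lowered genes in 18 of 29 female pairs and fewer in 1, and more in 9 of 29 male pairs and fewer in 0. In males 2 pairs hold most of the calls (216 and 210). In the 2 male groups of 3 flies drawn from different lines with the most calls, 8 of 418 and 6 of 349 called genes were raised. In the 2 such female groups, each with a fly that has the markers of males, 332 of 681 and 233 of 575 were raised. In the next female group 170 of 257 were raised. A comparison of 2 flies with many that calls raised genes more easily is a candidate explanation of the excess in females, and in males it is not settled.

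In *Df(2L)ED136/+* males, RNA of females was tested with 97 other genes of strongly female-biased expression. Their median log2 ratio was 1.183, the second highest of 40 male lines after 1.255 in *Df(2L)ED1272/+*, and 71 of the 97 were raised in both flies, while the 3 egg shell genes had a median of 3.99, beside 2.08 in *Df(2L)ED1272/+*. The rise of the egg shell genes cannot be told apart from RNA of females in these libraries.

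In *Df(2L)ED1305/+* 1 fly labelled female had the markers and profile of males and 1 fly labelled male those of females. Set against flies of the sex that their markers give, their 1 copy medians were -0.9782 and -1.003, near the level that 1 copy predicts, and exchanged labels are a candidate explanation. Neither fly was among those used for the groups of S1 File, but both are among the mapped flies of the results over all mapped flies.

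The best pair of every group in S1 File had at least 1676267 counts in its shallower fly in females and 1691915 in males, while among the groups outside S1 File 1 female group and 0 male groups were deeper than that. *CG31646* in *Df(2L)ED334/+* males, outside S1 File, had a log2 ratio of -0.02 ± 1.13 (SD, n = 3 flies) and an FPKM of 2.25.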
